# Experimental Handling Challenges Result in Minor Changes in the Phagocytic Capacity and Transcriptome of Head-Kidney Cells of the Salmonid Fish *Coregonus maraena*

**DOI:** 10.3389/fvets.2022.889635

**Published:** 2022-05-03

**Authors:** Joan Martorell-Ribera, Dirk Koczan, Marzia Tindara Venuto, Torsten Viergutz, Ronald M. Brunner, Tom Goldammer, Ulrike Gimsa, Alexander Rebl

**Keywords:** gene expression profiling, handling stress, head kidney, maraena whitefish, microarray, phagocytosis

## Abstract

Aquaculture management involves regular handling procedures, but these can evoke stress responses in farmed fish. We compiled an extensive list of published parameters that indicate the most likely handling-induced physiological deviations from the norm. However, since these parameters are based almost exclusively on studies of rainbow trout and Atlantic salmon, we conducted a handling-challenge experiment with maraena whitefish (*Coregonus maraena*). This salmonid fish was sampled at either 3 or 24 h after a single 1-min handling or after 10 days of daily repeated 1-min handling. The cortisol levels were strongly elevated in some individuals at 3 h after the single handling challenge, but these elevations were not significantly different between the challenged and control cohorts. The phagocytic capacity of myeloid head-kidney cells stimulated with fluorophore-labeled, inactivated *Aeromonas salmonicida* was significantly decreased in maraena whitefish at 3 h after the handling challenge compared to control fish. Microarray analysis of head-kidney samples from the challenged and control fish revealed 12 differentially expressed genes at 3 h and 70 at 24 h after the single handling episode, but only 5 differentially expressed genes after 10 days of repeated daily handling. The identified genes were assigned to numerous stress- and immune-relevant functional pathways, including “glucocorticoid receptor signaling” (3 h post-challenge), “HIF1A signaling” (24 h post-challenge), or “complement system” (10 days of repeated challenge). Our data reveal the tight interconnection of immune and stress pathways in the head kidney of maraena whitefish and corroborate several parameters previously found regulated in other tissues of handling-stressed rainbow trout. These findings indicate that handling may compromise the health and welfare of maraena whitefish in aquaculture.

## Introduction

Maladaptive stress responses are associated with reprogramming of the immune system. A comprehensive panel of biomarkers provides a reliable source of information for evaluation of the actual immune status and the impact and severity of a particular environmental challenge. Biomarkers are substances or characteristics that indicate an upcoming or persistent condition (1), as they reflect the “interaction between a biological system and an environmental agent of chemical, physical, or biological origin” (2, 3). In non-mammalian model species, such as teleost fishes, gene profiling has been widely used to search for parameters that are sensitive to environmental disturbances and that might be suitable for use as potential diagnostic markers for disease and distress (4–6). Different methodologies allow the screening of either preselected genes (quantitative PCR, qPCR) or whole transcriptomes (microarray, RNA sequencing) in different tissues and/or under different challenge conditions. The simultaneous assessment of multiple parameters, preferably from different analysis platforms, allows the drawing of realistic conclusions about unsuitable husbandry conditions and environmental stressors that may exceed the adaptive capacity of the examined individuals (7, 8). The recording of gene expression markers in conjunction with other molecular markers, such as plasma hormones or metabolites, behavioral features, growth rates, feed intakes, or parasite infestations (7), can reflect potential alterations at the different levels of the fish's biological response (9, 10).

Stressors in aquaculture can impair the immune defenses of fish, thereby facilitating the appearance of diseases (11). Handling stress, in particular, has been intensively investigated in the salmonids rainbow trout *Oncorhynchus mykiss* and Atlantic salmon *Salmo salar*, as these species have been domesticated for decades and are therefore more resilient to anthropogenic stress (12–14). These studies have provided an extensive list of a wide variety of parameters that change after typical handling procedures, such as chasing and netting, exposure to air, and transfer to (confinement) tanks (Table 1). The investigated parameters include body scores (15), concentrations of osmolytes and metabolites (e.g., hormones, carbohydrates, lactate, nucleotides, free fatty acids, and sialic acids) (16–21), blood cell counts (16, 22), enzyme activities (23–25), behavioral characteristics (23), susceptibility to parasites (26), and a long and diverse list of tissue-specific transcripts recorded *via* qPCR (27–29) or transcriptomic approaches (30–34).

**Table 1:** Overview about selected physiological parameters altered in response to handling stress in *Oncorhynchus mykiss* and *Salmo salar*.

**Experimental handling procedure**	**Duration**	**Time of sampling after challenge**	**Selected indicative parameters**	**Direction**	**References**
***S. salar*** **:**					
Net confinement	9 min	1, 3, 5, and 8 h	*Metabolite concentration*: cortisol, glucose, free fatty acids, osmoles, sodium, chloride (plasma)	Up	(17)
Netting and transfer to low-water tanks	10 min	—	*Metabolite concentration*: inosine monophosphate (white muscle)	Up	(20)
Netting and transfer to low-water tanks	10 min	—	*Metabolite concentration*: adenosine-5'-triphosphate, phosphocreatine (white muscle)	Down	(20)
Daily chasing, netting, transfer to low-water tanks, and draining the tank	15 min each	42 days	*Metabolite concentration*: growth hormone, insulin-like growth factor (plasma)	Up	(15)
Twice daily chasing, netting, transfer to low-water tanks and draining the tank	15 min each	11 and 20 days	*Body score*: length, weight, condition factor	Down	(15)
Netting, exposure to air and transfer to low-water tanks	10 s air exposure	30 min	*Metabolite concentration*: cortisol (plasma), hemoglobin (blood); *Cell number*: heterophilic granulocytes, thrombocytes (blood)	Up	(22)
Netting, exposure to air and transfer to low-water tanks	10 s air exposure	30 min	*Cell number*: white blood cells, particularly lymphocytes (blood)	Down	(22)
Handling and exposure to air	15 s	1 h	*Metabolite concentration*: cortisol, glucose (plasma); *Transcript level*: interleukin-1-beta (head-kidney macrophages)	Up	(28)
Daily netting out of water	15 s	4 weeks	*Metabolite concentration*: di-O-acetylated sialic acids (plasma)	Up	(18)
Daily netting out of water	15 s	2 weeks	*Metabolite concentration*: carbohydrates, O-phosphocholine, lactate, alanine, valine, trimethylamine-N-oxide (plasma)	Up	(19)
Netting out of water	30 s	3 h	*Transcript level*: mucins (gill)	Up	(27)
Netting out of water	15 s	1 h	*Metabolite concentration*: cortisol (plasma); *Susceptibility*: attachment of copepodids	Up	(26)
***O. mykiss*** **:**					
“Hook and line” stress	2 min	20 min	*Metabolite concentration*: glucose (plasma); *Cell numbers*: thrombocytes, hematocrit (blood)	Up	(16)
“Hook and line” stress	2 min	10–60 min	*Enzyme activity*: clotting time	Down	(16)
Confinement in a shaking bucket	30 min	3 h	*Enzyme activity*: lysozyme (plasma, kidney); *Behavior*: opercular ventilation frequency	Up	(23)
Chasing	5 min	1 h	*Metabolite concentration*: cortisol, glucose (plasma)	Up	(21)
Chasing	5 min	2, 4, and 8 h	*Metabolite concentration*: growth hormone (plasma)	Down	(21)
Netting, transportation in a bucket, transfer to a new tank and chasing in the new tank	10 min	—	*Metabolite concentration*: cortisol, glucose (serum); *Enzyme activity*: lysozyme (serum)	Up	(24)
Daily netting	2 min	5 days	*Metabolite concentration*: cortisol (plasma); *Transcript levels*: cytochromes, glyceraldehyde-3-phosphate dehydrogenase, fructose-bisphosphatase aldolase A, glutamate carboxypeptidase, growth factor receptor-bound protein 2 -related adapter protein, transposase etc. (kidney)	Up	(30)
Daily netting	2 min	5 days	*Transcript level*: creatine kinase, microtubule-associated protein RP/EB, myosin chains, parvalbumin, sarcoplasmic reticulum calcium ATPase, troponin (brain)	Down	(30)
Netting, exposure to air and transfer to low-water tanks	30 s	3 h	*Metabolite concentration:* cortisol, glucose (plasma); *Transcript level*: C1q-like protein, complement receptor, glucose-6-phosphatase, MHC class 1 heavy chains, nuclear protein 1, transcription factor JunB, tumor necrosis decoy factor receptor (liver)	Up	(31)
Netting and chasing	3 min	1 h	*Metabolite concentration*: cortisol (plasma); *Transcript levels*: androgen receptor, arginase, ATPase B, cystatin, glucokinase, ubiquitin, cathepsin D, vitelline envelope proteins, glutamine synthetase 3, glucose transporter II, lipoprotein lipase, matrix metalloproteinase-1, nitric oxide synthase pyruvate kinase, cytochrome P450, retinal binding protein, SRY-related HMG-box transcription factors etc. (liver)	Up	(32)
Netting and chasing	3 min	24 h	*Transcript level*: aryl hydrocarbon receptor, solute carrier family 2, member 1, glutamate-ammonia ligase, 20-B-hydroxysteroid dehydrogenase, cytochrome monooxygenase 2k5, cathepsin D, insulin-like growth factor-2 etc. (liver)	Up	(32)
Transfer to confinement tanks	24 h	—	*Metabolite concentration*: adrenocorticotropic hormone, cortisol, glucose (plasma); *Transcript level*: calcium-transporting ATPase 2, complement factor H, damage-specific DNA-binding protein, fibrinogen chains, glucogen synthase kinase-binding protein, glutamine synthetase, haemoglobin beta-chain, haptoglobin, immunoglobulin epsilon Fc receptor, orosomucoid, serum albumin, tryptophanyl-tRNA synthetase (liver)	Up	(33)
Netting and a manual stripping procedure every 2 days	15 min	21 days	*Transcript level*: tumor necrosis factor (liver)	Up	(29)
Transfer to confinement tanks	3 h	—	*Transcript level*: barrier-to-autointegration factor, mitochondrial phosphate carrier member 25, diablo IAP-binding mitochondrial protein, chitinase 1, calcium-binding mitochondrial carrier protein, pepsinogen c, coenzyme q-binding protein coq10, regulator of G-protein signaling 1, insulin-like growth factor binding proteins, papilin, transcription factor cp2, transmembrane protein 80, tsc22 domain member 3, zymogen granule membrane protein 16 etc. (liver)	Up	(34)
Transfer to confinement tanks	3 h	—	*Transcript level*: arrestin domain containing protein 3, c1q-like protein 4, C-type lectin domain family 4, member E enolase 2, G-protein-coupled signaling factor, heat-shock proteins, kit receptor, reproduction regulator 2, MHC class II alpha chain, multidrug and toxin extrusion protein 1, neurofilament polypeptides, proto-oncogene c-fos, tubulin, etc. (liver)	Down	(34)
Repeated chasing	5 min	45 min	*Metabolite concentration*: lactate, triglycerides (plasma); *Enzyme activity*: 3-hydroxyacyl-coenzyme A dehydrogenase, glucocorticoid receptor 1 and 2, glucose 6-phosphatase (liver); *Transcript levels*: 6-phosphatase and glucose transporter 2 (liver)	Up	(25)
Repeated chasing	5 min	45 min	*Metabolite concentration*: fatty acids (plasma), glycogen (liver); *Enzyme activity*: fatty acid synthase (liver); *Transcript levels*: glucokinase, pyruvate kinase, phosphoenolpyruvate carboxykinase (liver)	Down	(25)

By contrast, other salmonid species, such as the maraena whitefish *Coregonus maraena*, are non-domesticated, as they have been kept in aquaculture for only a few generations and on a comparatively small scale (35). These other fish species respond inappropriately to unavoidable aquaculture procedures, including transportation and tank cleaning, and only sparse reports are available regarding their physiological reaction patterns. However, a common response among all vertebrates is the immediate activation of the stress axis by an adequate stimulus. This activation is initiated in the brain and leads to the release of stress hormones into the bloodstream by specialized endocrine tissues (Figure 1). The chromaffin and interrenal cells of the head kidney, in particular, are in charge of secreting catecholamines and glucocorticoid hormones (e.g., cortisol), the main endocrine effectors of the stress response (11, 36, 37).

**Figure 1:**
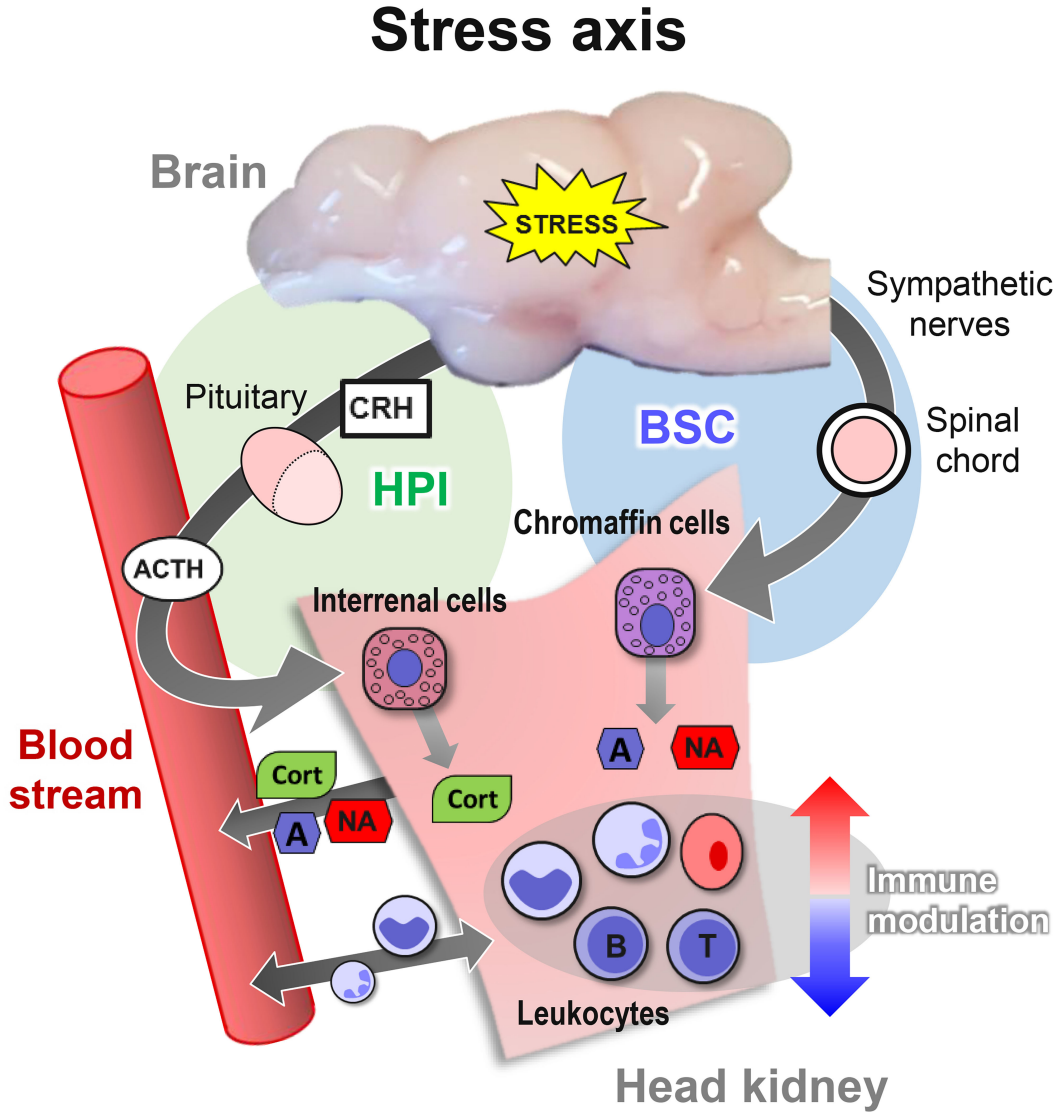
Overview of the three levels of the stress response in teleost fish. The primary response activates the brain-sympathetic-chromaffin (BSC) axis. Sympathetic nerve fibers transfer the stress signals through the spinal cord and the sympathetic ganglia, which innervate and form synapses with chromaffin cells in the head kidney. The synapse activity triggers the release of the catecholamines adrenaline (A) and noradrenaline (NA) into the bloodstream. In parallel, the activation of the hypothalamic–pituitary–interrenal (HPI) axis stimulates the release of corticotropin-releasing hormone (CRH) and adrenocorticotropic hormone (ACTH) into the blood. ACTH, in turn, induces the interrenal cells in the head kidney to release cortisol (CORT) into the bloodstream. CORT promotes the secondary response of reorganizing the availability of energy resources, as reflected by altered blood pressure and heart rate and by the changed concentrations of glucose and lactate. The tertiary response is reached when the system assumes a dysregulated state but cannot return to homeostasis, thereby impairing the immune system, behavior, growth, and reproduction.

In a previous study, we analyzed the monoaminergic response to acute and repeated exposure to handling in the brain of maraena whitefish (38). In the present study, we recorded the effect of the same challenge, but with a focus on the phagocytic capacity of myeloid head-kidney cells and the transcriptomic response of the head kidney.

## Materials and Methods

### Animal Rearing Conditions

Juvenile maraena whitefish were obtained from the Institute for Fisheries of the State Research Center for Agriculture and Fishery Mecklenburg-Western Pomerania (Born, Germany) and BiMES—Binnenfischerei GmbH (Friedrichsruhe, Germany). Following transportation, the maraena whitefish were habituated for 2 weeks in fresh-water recirculation systems at 18°C at a stocking density of 10 kg/m3 and a 12:12-h day-night cycle. The quality of the water was sustained by automated purification and disinfection (a bio-filter and UV light), with continuous recording of relevant quality parameters ($\text{N}{\text{H}}_{4}^{+}$, $\text{N}{\text{O}}_{2}^{-}$, $\text{N}{\text{O}}_{3}^{-}$, NH_3_; pH value; temperature and oxygen saturation). Commercial dry feed pellets (4.5 mm; Biomar, Inicio Plus) were distributed by automatic feeders at a daily rate of 0.8–4.0%, depending on the weight of the animals.

### Handling Experiment With Maraena Whitefish

One week before the start of the experiments, 48 juvenile whitefish, with a start length of about 20 cm and a start weight of about 200 g, were acclimatized to dark cylindrical 150 L polyethylene tanks. The present study involved a single handling challenge for the maraena whitefish, followed by sampling after 3 h (*n* = 8) and 24 h (*n* = 8) or repeated daily handling over a period of 10 days (*n* = 8) (Figure 2). The fish were kept in pairs in separate tanks, as described in detail previously (38). For the single 1-min handling challenge, the 16 fish were intermittently chased and netted for 1 min. They were then lifted separately from the tank and transferred into a secondary tank, where they were kept until the 3 or 24 h post-handling time point. The fish sampled at 3 and 24 h were kept in different tanks. The repeated 1-min handling procedure was applied on a daily basis for a 10 day period, and the 8 treated fish were sampled at 24 h after the last handling treatment. Cohorts of control fish (24 fish in total) were kept in parallel under identical conditions but not exposed to the handling challenge.

**Figure 2:**
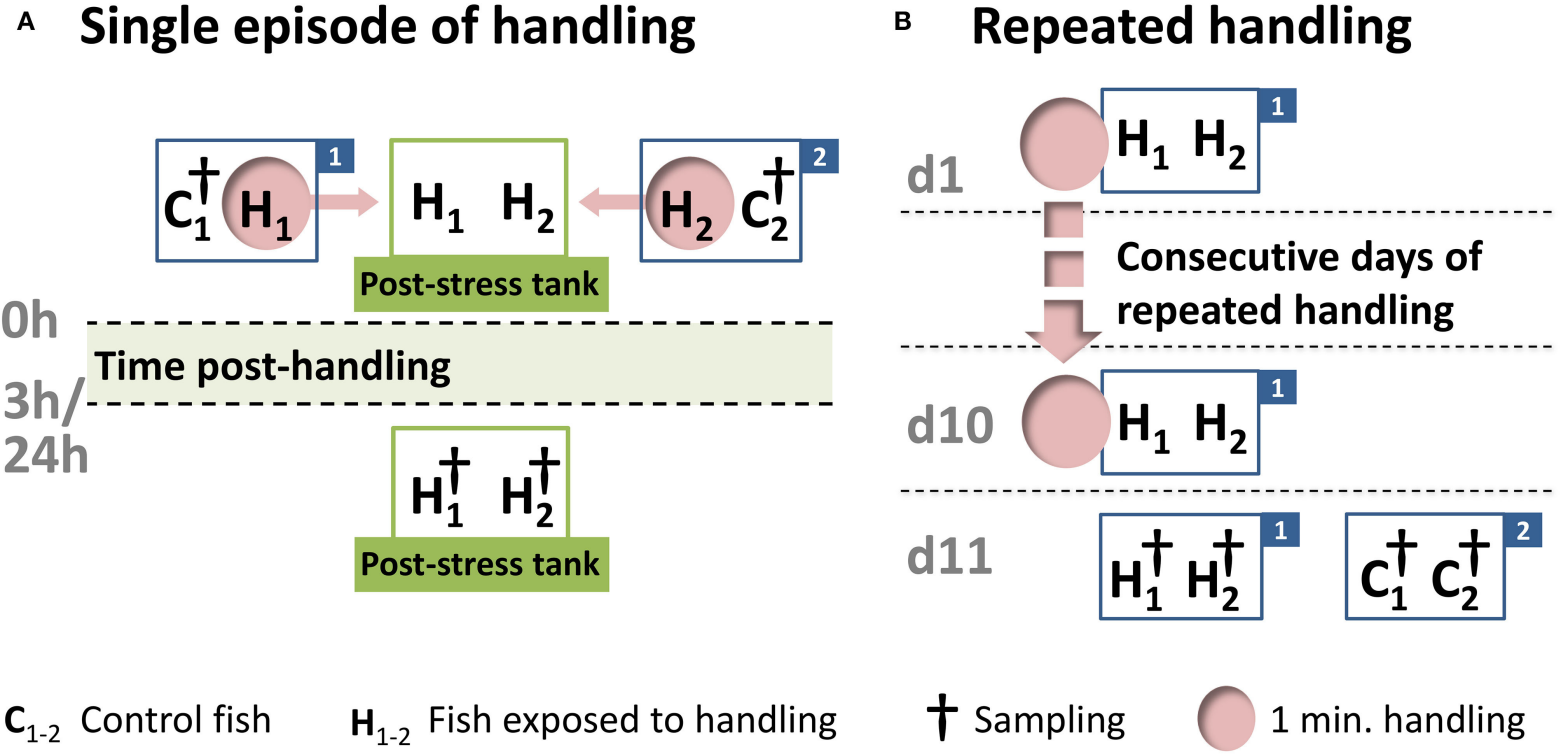
Schematic representation of the handling experiment. After a 7-day acclimation period in the experimental tanks, 24 maraena whitefish were exposed to a one-minute handling challenge (indicated by “H” and pink circles), while 24 control fish remained undisturbed (indicated by “C”). **(A)** The single handling challenge involved chasing, netting, and the transfer from one tank (labeled with “1” or “2”) to another tank (termed the “post-stress tank”). Sampling (indicated by †) was conducted at 3 or 24 h after the handling challenge. This handling-challenge experiment was repeated four times, starting on different days, with rotation of the experimental tanks to avoid tank effects. A total of 16 fish were sampled per time point. **(B)** The repeated handling challenge was performed every morning in the same tank (labeled “1”), while the control fish (in tank “2”) remained undisturbed. After 10 days, the treated and control fish were sampled (indicated by †). This experiment was conducted four times (16 fish in total), starting on different days and with rotation of the experimental tanks to avoid tank effects.

Experiments were performed in the morning (between 8 and 11 a.m.) to minimize the influence of circadian rhythms on the measurements. All procedures were approved by the Landesamt für Landwirtschaft, Lebensmittelsicherheit und Fischerei, Mecklenburg-Vorpommern, Germany (LALLF M-V/TSD/7221.3-1-069/18). The sampling and killing methods followed the standards described in the German Animal Welfare Act [§ 4(3) TierSchG]. In detail, whitefish were euthanized with an overdose of 2-phenoxyethanol (0.7 mL/1 L water), followed by spine sectioning at the skull level. Immediately after euthanasia, blood was extracted from the caudal vein using a heparinized syringe and stored in heparinized vials on ice. The head kidneys were then isolated, as the head kidney is the effective center for neuro-immune interactions in teleosts and controls endocrine, hematopoietic, and immune functions (39, 40). Half of the tissue was snap-frozen in liquid nitrogen (for microarray hybridization), and the other half was placed in a sterile container with Dulbecco's Modified Eagle's Medium (DMEM; Gibco/Thermo Fisher) for cell extraction for the phagocytosis assay and cell sorting.

### Measurement of Blood Parameters

Glucose and lactate concentrations in freshly extracted blood were analyzed using a portable reflectance photometry device (Accutrend Plus, Roche) and the respective test strips (Accutrend BM, Roche).

Plasma was extracted from heparinized blood by centrifugation at 6°C and 270 × g for 15 min. The erythrocyte pellet was discarded, and the plasma was used to quantify the cortisol concentrations using a competitive enzyme-linked immunosorbent assay (ELISA; DRG Diagnostics). A Beckman Coulter DTX 800/880 Series Multimode Detector (Beckman Coulter) detected the level of absorbance at 450 nm. Measurements were performed following the manufacturer's instructions.

### Isolation of Head-Kidney Cells and Phagocytosis Assay

The effects of handling on the phagocytic activity of myeloid cells were quantified using samples from fish treated with “single 1-min handling” and sampled 3 h post-treatment (*n* = 4) and in samples from matching controls (*n* = 4). The isolation of head-kidney cells followed our previously published protocols (40). In brief, head-kidney tissue was homogenized in DMEM using a steel sieve (500 μm). The resulting head-kidney cell suspension was then successively sieved through two cell strainers (200 and 100 μm pore size). The sieved cell suspension was then layered onto an isotonic Percoll gradient (ρ = 1.084 g/mL) and centrifuged at 800 × g for 30 min to reduce the number of erythrocytes. The cell band in the DMEM/Percoll interface was collected, washed, and resuspended in DMEM to obtain a final concentration of 20 million cells per mL. A 100 μL sample of this cell suspension was incubated with or without fluorescein isothiocyanate (FITC; Miltenyi Biotec) labeled *Aeromonas salmonicida* (wild-type strain JF 2267) at a 2.5:1 (head-kidney cell:bacteria) ratio at 17°C for 30 min. The cell suspension was then analyzed by fluorescence activated cell sorting using a MoFlo XDP high-speed cell sorter (Beckman Coulter) with an incorporated air-cooled Coherent Sapphire laser (488 nm, 100 mW) to identify the cells of myeloid origin [larger cells with high internal complexity; *cf*. (40)]. This cluster of cells was sorted and reanalyzed with the cell sorter to quantify the FITC-positive and FITC-negative cells inside the cluster. A Carl Zeiss confocal laser-scanning microscope LSM 800 (Carl Zeiss Microscopy) with a Plan-Neofluar 40 × /1.30 oil objective (Carl Zeiss Microscopy) was used to validate the internalization of FITC-labeled bacteria by myeloid cells and to discard aggregates of fluorescent bacteria, which could be recorded as false positives.

The same animals used for the phagocytosis assay were selected for microarray analysis.

### RNA Isolation and Microarray Analysis

Total RNA was extracted from head-kidney samples by homogenization in liquid nitrogen using TRIzol Reagent (Life Technologies/Thermo Fisher) and the RNeasy Mini Kit (Qiagen). The concentration of the obtained RNA was determined by spectrophotometry (NanoDrop One, Thermo Fisher Scientific) and its quality was assessed by horizontal electrophoresis on 1% agarose gels. The integrity of the RNA was analyzed using the Bioanalyzer (Agilent), which revealed RNA integrity numbers > 9 for all samples analyzed.

Hybridizations were carried out using 8 × 60 k Agilent-020938 Salmon Oligo Microarrays (Agilent Technologies; GEO platform: GPL21057) that included the transcript-fragment sequences from *Oncorhynchus, Salmo*, and *Coregonus* spp. (41). Samples (50 ng) of the extracted RNA specimens (four controls and four treated fish for each 3 h, 24 h, and 10 day time point) were converted first to Cy3-labeled cRNA using a Low Input Quick Amp Labeling Kit (Agilent Technologies). The ND-1000 Spectrophotometer was used to measure the cRNA yield and dye-incorporation rate. The hybridization was performed using the Agilent Gene Expression Hybridization Kit (Agilent Technologies) according to the One-Color Microarray-Based Gene Expression Analysis protocol (version 6.6, part number G4140-90040). In detail, the Cy3-labeled fragmented cRNA in a hybridization buffer was hybridized overnight (17 h, 65°C) to two 8 × 60 k Agilent-020938 Salmon Oligo Microarrays using Agilent's hybridization chamber and oven. When hybridization was complete, the microarray chips were washed with Agilent Gene Expression Wash Buffer 1 (room temperature, 1 min), followed by a second wash with the preheated Agilent Gene Expression Wash Buffer 2 (37°C, 1 min). The signaling fluorescence of the hybridized arrays was scanned using Agilent's Microarray Scanner System G2505C (Agilent Technologies) at a resolution of 2 μm.

### Data Analysis

Statistical analyses of blood parameters were performed using GraphPad Prism 9.1.0 (GraphPad Software) with a significance level of 0.05.

The Agilent Feature Extraction software (version 12.1.1.1) was used to read and process the microarray image files. Data were normalized by subtracting the background fluorescence based on a two-sided *t*-test analysis. The resulting data sets were analyzed in RStudio (v. 1.4.1106) for R (v. 3.6.3) with the limma package from the Bioconductor suite. The expression fold-change (FC) between treated fish and controls was calculated, and Benjamini and Hochberg correction was applied to the *p*-values to minimize the false discovery rate. Genes were considered significantly expressed when *q* < 0.01 and absolute FC ≥ 1.75.

The Basic Local Alignment Search Tool (BLAST) was used to annotate the significantly expressed genes based on a coverage and sequence identity of >80% and *E*-value <1 × 10^−4^. The expression data have been submitted to Gene Expression Omnibus (GEO) under accession code GSE183125. The heat map was developed using RStudio, applying the functions gplot, tidyverse, cluster, factoextra, and pheatmap (https://www.bioconductor.org/). The list of differentially expressed (DE) genes (excluding repeated annotations) was used for a functional analysis with the Ingenuity program (Ingenuity Pathway Analyses, Ingenuity Systems/Qiagen). Benjamini-Hochberg multiple testing was performed, and *p* < 0.05 was considered as a cut-off score. The output lists were carefully reviewed, and all pathways and functions associated with a mammalian disease were deleted. All functionally relevant pathways are indicated by italics in the following sections.

## Results

### Cortisol Is Not Significantly Elevated in Whitefish 3 h After Handling

The blood concentrations of cortisol, glucose, and lactate were determined in the treated maraena whitefish and matching controls 3 and 24 h after a single episode of 1-min handling and after a repeated 1-min handling challenge over 10 days. The cortisol concentrations in some individuals reached values of up to 215 ng/mL at 3 h after the handling challenge, but the cortisol level elevations were not consistent across the entire cohort. Therefore, no significant differences were detected at other time points or with the matching controls (Figure 3A). The levels of glucose (43–139 mg/dL) and lactate (0.8–3.6 ng/mL) also did not differ significantly between the investigated groups (Figures 3B,C).

**Figure 3:**
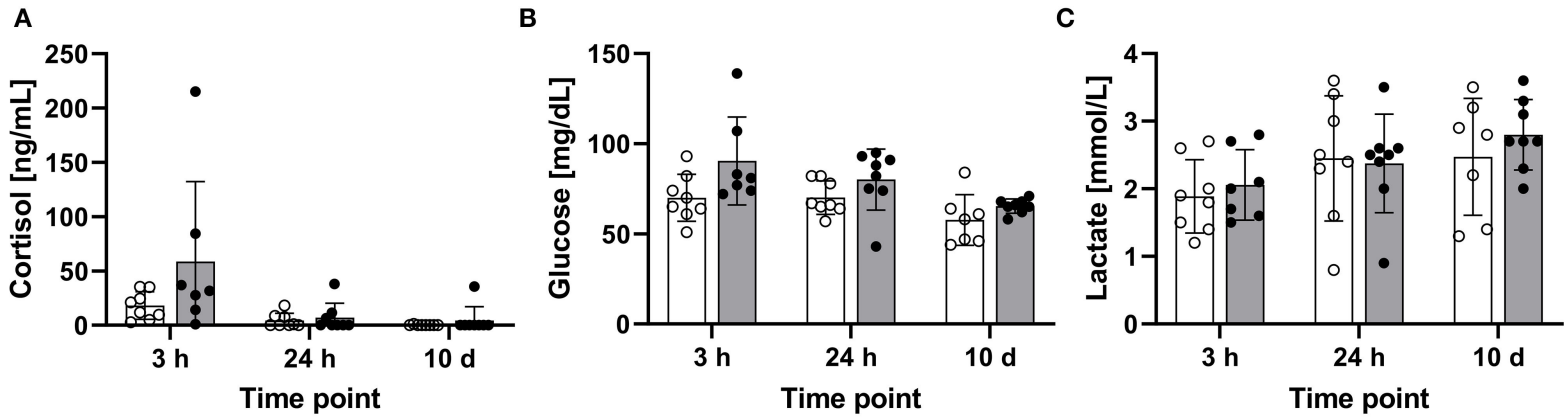
Concentrations of blood parameters in the treated and control maraena whitefish. The concentrations of **(A)** plasma cortisol (ng/mL), **(B)** glucose (mg/dL), and **(C)** lactate (mmol/L) in eight individuals per time point are illustrated as box and whisker plots. Bars represent the mean values in control (white) and treated (gray) fish. Individual measurement points are indicated by blank (control) and filled (treatment) dots; error bars indicate standard deviation.

### Single and Repeated Episodes of Handling Result in Moderate Changes in the Head-Kidney Transcriptome

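Head-kidney RNA of 24 maraena whitefish was hybridized to Agilent salmon oligonucleotide arrays in a single color, 1 fish per array. The arrays hold 6 groups of 4 fish. These are fish taken 3 h and 24 h after a single handling, fish handled daily for 10 days, and a control group for each. The deposited sample records describe the controls of the 3 h and 24 h comparisons as fish sampled before handling, at 0 h, whereas the methods describe controls for each time point. The deposited array files give the background-subtracted, spatially detrended intensity of each spot, not scaled between arrays. Each intensity was put on the log2 scale, the spots of a probe were averaged and the 75th percentile of the array was subtracted. All levels given for a gene are on this scale, so that a level of 0 equals that percentile. Of 49255 probes, the 26180 whose signal was well above background on all 4 arrays of at least 1 group were tested, with limma and with adjustment by Benjamini and Hochberg over these probes. Each comparison is handled minus control at the same time point. A DE probe has an adjusted p under 0.01 and a fold change of at least 1.75, and the words rose and fell are used for genes with an adjusted p under 0.05. Gene symbols come from the table that the authors deposited with their DE features. The other probes carry no gene name in the files, so that a list of genes could be measured only through members that the study itself had named. The arrays lie on 4 slides, and the first 2 principal components follow the slides. The first principal component (41.5% of the variance) parts the slide with all 10 d arrays from the others. The second (8.37%) parts slide 3 from slides 1 and 2, which were scanned earlier. Of the 4 arrays of fish taken 24 h after handling, 1 lies on slide 1 and 3 lie on slide 2, whereas 3 of the 4 arrays of their controls lie on slide 3. Signal was well above background for 47.9% to 67.2% of the spots of an array. The upper end belongs to 24 h control 2, whose dim probes were brighter than in the other 24 h controls. The number of 4 fish per group limits the precision.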

A single episode of handling had moderate effects on the head-kidney transcriptome of maraena whitefish (Figures 4A,B). The transcript abundances of a dozen genes were increased at least 1.75-fold (with *q* < 0.01) in whitefish 3 h after the challenge compared to the control fish (Figure 4A; GEO accession ID: GSE183125). 

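The largest named rise 3 h after handling was that of NR4A4, a nuclear receptor gene of the NR4A family of rapidly induced transcription factors. Its level was 3.43 ± 0.50 (SD, n = 4) in handled fish and 0.99 ± 0.36 (SD, n = 4) in control fish, a log2 fold change of 2.45 (standard error 0.41, adjusted p = 0.0497), or 5.45-fold. NOCT encodes nocturnin, a protein under circadian control, and rose on both of its probes, with log2 fold changes of 2.15 (standard error 0.33, adjusted p = 0.0287) and 2.10 (standard error 0.33, adjusted p = 0.0287). SKIL, which encodes a repressor of TGF-beta signaling, rose by 1.22 (standard error 0.20, adjusted p = 0.0392). No probe fell. These 4 probes of 3 genes are all that passed an adjusted p under 0.05 in limma, and 0 probes passed the DE threshold, beside 1483 at an unadjusted p under 0.05. Chance alone would put a share of 0.05 of the 26180 probes there, not far below 1483. BTG3, an antiproliferative gene, had a log2 fold change of 0.92 (standard error 0.17, adjusted p = 0.0661). The unnamed probe A_05_P390177 had one of 1.43 (standard error 0.25, adjusted p = 0.0561). MXD4, GLIS2 and SEC14L1 had log2 fold changes of 1.16, 1.04 and 1.08. All 12 probes that the authors list for this time point were higher in every handled fish than in every control fish. In 3.78% of all probes the 2 groups did not overlap, where chance gives 2.86%. Of the 10 genes that the study names at 3 h, 3 passed over all probes and 10 when adjusted over the list alone, which is not independent evidence because the study chose them on these fish. Their median log2 fold change was 1.12 (list test, adjusted p = 3.85e-55, and adjusted p = 1.73e-06 with an estimated correlation). The count under adjusted p of 0.05 with the fold minimum moved both ways from 4. It went to 0 without 3 h control 1, 2 or 4 or without 3 h handled 5, to 2 with quantile normalization and to 1 without a filter on dim probes. It was 16 without 3 h control 3, 11 without 3 h handled 6, 14 with array weights and 11 with a trended and robust prior. With the percentile over probes detected on all arrays it was 9. The DE count was 2 with slide as a fixed effect, 4 without 3 h control 3 and 2 without 3 h handled 6, and with only the arrays compared the 1 probe that passed fell.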

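FKBP5 and KRT18 were both higher in each of the 4 fish taken 3 h after handling than in each of their 4 controls, and neither passed the test over all probes. FKBP5 encodes a co-chaperone of the glucocorticoid receptor and is a textbook target of that receptor. Its level was 4.52 ± 0.19 (SD, n = 4) in handled fish and 2.95 ± 0.25 (SD, n = 4) in control fish. The log2 fold change was 1.56 (standard error 0.30, adjusted p = 0.0955) in limma, a fold of 2.95. KRT18 encodes an intermediate filament protein of simple epithelia, and its log2 fold change was 0.88 (standard error 0.18, adjusted p = 0.0968). Of 21 genes known to respond to glucocorticoids that were listed before the data were examined, FKBP5 alone has a name in the files, so that no test of that list could be made.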

A pathway analysis application allocated two of the 12 genes (*FKBP5* and *KRT18*) to *glucocorticoid receptor signaling* (with *p* = 0.01) (Table 2). 

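NR4A4, KDM6B and KRT18 were each higher in every fish taken 3 h after handling than in every control fish. KDM6B encodes a demethylase that removes a repressive mark from histone H3. Its level was 3.10 ± 0.48 (SD, n = 4) in handled fish and 2.06 ± 0.31 (SD, n = 4) in control fish. This is a log2 fold change of 1.04 (standard error 0.20, adjusted p = 0.0955) in limma, over the threshold of 0.05. NR4A4 passed and KRT18 did not. Of 18 immediate early genes and 20 inflammatory cytokines and mediators listed before the data were examined, 0 carry a name in the files, so that the cytokine and transcription factor genes themselves could not be measured.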

An upstream analysis suggested two cytokines and ten transcription factors that could be responsible for the induction of three differentially expressed (DE) genes (*NR4A4, KDM6B*, and *KRT18*) (Figure 4C).

**Figure 4:**
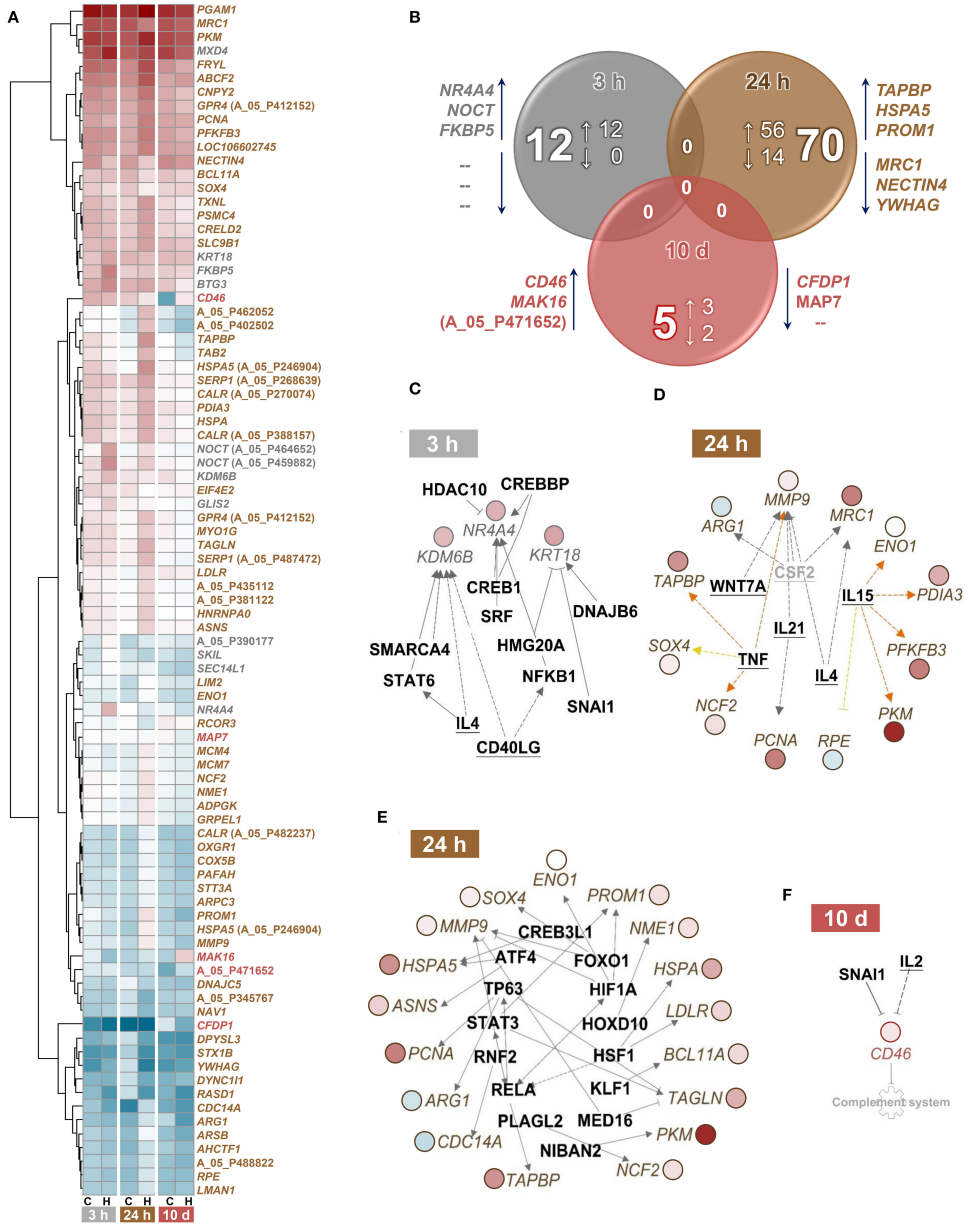
Classification of differentially expressed (DE) genes in treated vs. control maraena whitefish. **(A)** Hierarchical representation of DE features (*q* < 0.01; FC ≥ |1.75|) in the head kidney of maraena whitefish at 3 and 24 h after single handling and 10 days after repeated daily handling (as indicated below the heat map). The intensity and shade of the colored cells represent the normalized mean values of four individuals per group (C, control; H, handling) and time point (3 and 24 h after single handling; 10 days after repeated daily handling). Gene symbols or Agilent IDs (in cases of unknown features) are listed on the right and labeled according to the sampling time point at which differential expression over control was detected (3 h, gray; 24 h, brown; 10 d, red). **(B)** Venn diagram illustrating the absolute number and the number of upregulated (↑) and downregulated (↓) DE features in the head kidney of maraena whitefish 3 and 24 h after single handling and 10 days after repeated daily handling relative to the expression values obtained for the matching control group. The overlaps indicate that no DE genes are shared by the three treatment groups. The diagram was calculated on the basis of the Agilent ID lists; the three most upregulated and downregulated genes in the respective lists are given next to the respective circle. **(C–F)** Upstream analyses predicted cytokines (bold, underlined) and transcription factors (bold) that might be responsible for the renal expression patterns **(C)** at 3 h and **(D,E)** 24 h after single handling and **(F)** at 10 days after repeated daily handling of maraena whitefish. The gray factor is not present as a teleost ortholog. The observed upregulation and downregulation of the italicized DE genes is highlighted according to the colors of the heatmap in **(A)**. Relationships between upstream regulators and genes are displayed by lines indicating activation (orange) or uncertainty due to lack of knowledge (gray) or the state of downstream factors (yellow). Broken and solid lines indicate indirect or direct interactions; a blocked line indicates inhibition.

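No probe passed the test at more than 1 time point, and most probes carry no gene name. The 12 probes that the authors list for 3 h had a median log2 fold change of 1.19 at 3 h, of 0.25 at 24 h (7 of 12 in the 3 h direction) and of 0.30 at 10 d (10 of 12). The 68 tested probes of their 24 h list, aligned to the 24 h direction, had medians of -0.18 at 3 h (17 of 68 in the 24 h direction), 1.31 at 24 h and 0.17 at 10 d (50 of 68). SKIL, one of the genes that rose at 3 h, had a 24 h effect that differed from its 3 h effect by -1.87 on the log2 scale (adjusted p = 0.0191 for the difference in limma), a call that ended with slide (-2.14 with an adjusted p of 0.132) or scan campaign as a fixed effect and with quantile normalization. CD46, which was higher in handled fish at 10 d, had an effect at 10 d that exceeded its 24 h effect by 5.22 (adjusted p = 4.27e-06) and its 3 h effect by 4.57 (adjusted p = 4.48e-05). No probe was shared by any pair of time points at the DE threshold or at an adjusted p under 0.05 with the same fold. At the latter threshold 4, 189 and 3 probes passed at 3 h, 24 h and 10 d, and chance would place 0.0289 shared probes in the pair of 3 h and 24 h. Unadjusted p under 0.05 was reached by 1483, 4983 and 1483 probes. By chance alone a share of 0.05 of the 26180 probes would reach it, not far below 1483.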

**Table 2:** Relevant Ingenuity-predicted canonical pathways (with *p* ≤ 0.01) regulated in challenged maraena whitefish.

**Canonical pathway**	**Number of included genes**	***p*-value**	**Involved DE genes**
**3 h:**
Glucocorticoid receptor signaling	333	0.01	*FKBP5, KRT18*
**24 h:**
HIF1A signaling	210	0.00002	*HSPA5, HSPA, MMP9, NCF2, PKM, RASD1*
Glycolysis	24	0.00004	*ENO1, PGAM1, PKM*
Antigen presentation pathway	38	0.00017	*CALR, PDIA3, TAPBP*
Synaptogenesis signaling pathway	307	0.00024	*ARPC3, DNAJC5, HSPA, PAFAH1B1, RASD1, STX1B*
Unfolded protein response	55	0.00052	*CALR, HSPA5, HSPA*
Cell cycle control of chromosomal replication	56	0.00055	*MCM4, MCM7, PCNA*
Steroid hormone signaling in epithelial cells	154	0.00098	*DNAJC5, HSPA5, HSPA, PDIA3*
Endoplasmic reticulum stress pathway	21	0.0016	*CALR, HSPA5*
Asparagine biosynthesis	1	0.0029	*ASNS*
Role of protein kinase receptor in interferon induction and antiviral response	114	0.0043	*HSPA5, HSPA, TAB2*
Signaling in epithelial cells and neutrophils	111-115	<0.0044	*ARPC3, NCF2, RASD1*
14-3-3-mediated/p70S6K signaling	126-128	<0.0059	*PDIA3,RASD1,YWHAG*
Protein ubiquitination pathway	268	0.0072	*DNAJC5, HSPA5, HSPA, PSMC4*
Phagosome maturation	141	0.0077	*CALR, DYNC1I1, NCF2*
Glutathione redox reactions	4	0.01	*PDIA3*
Arginine degradation	4	0.01	*ARG1*
**10 d:**
Complement system	36	0.0071	*CD46*

Sampling at 24 h after the handling challenge increased the number of DE genes to 70 (56 upregulated and 14 downregulated genes). These DE genes were assigned to 16 relevant pathways (with *p* ≤ 0.01), including the stress-related pathways *HIF1A signaling, unfolded protein response, endoplasmic reticulum stress pathway*, and *protein ubiquitination pathway*; the metabolic pathways *glycolysis, asparagine biosynthesis*, and *glutathione redox reactions*; and the immune-relevant pathways *antigen presentation pathway, role of protein kinase receptor in interferon induction and antiviral response*, and *arginine degradation* (Table 2). 

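The largest named rises 24 h after handling were those of TAPBP, HSPA5, PROM1 and ARSB. TAPBP encodes tapasin and HSPA5 the main chaperone of the endoplasmic reticulum, PROM1 a membrane glycoprotein found on progenitor and epithelial cells, and ARSB a lysosomal sulfatase. HSPA5 was at 3.80 ± 0.94 (SD, n = 4) in handled fish and 1.21 ± 0.41 (SD, n = 4) in control fish, a log2 fold change of 2.59 (standard error 0.52, adjusted p = 0.0285), or 6.02-fold. PROM1 rose by 2.53 (standard error 0.53, adjusted p = 0.0325) and ARSB by 2.24 (standard error 0.44, adjusted p = 0.0276). Smaller rises with less spread were those of AHCTF1, a nucleoporin gene, at 1.79 (standard error 0.29, adjusted p = 0.0180), and OXGR1, a receptor gene for a Krebs cycle intermediate, at 1.91 (standard error 0.33, adjusted p = 0.0180). Among the falls was that of RASD1, a Ras-like gene induced by dexamethasone. It fell by 2.84 (standard error 0.67, adjusted p = 0.0497), with signal well above background on 1 of the 4 arrays of handled fish. DYNC1I1, a dynein chain of axonal transport, and NAV1, a neuronal navigator gene, fell by 2.21 and 1.72. At an adjusted p under 0.05 with a 1.75-fold change, 122 probes rose and 67 fell, and 3 probes passed the DE threshold, 2 higher and 1 lower. The balance turned to more falls than rises with the percentile over probes detected on all arrays (72 rose and 75 fell), without a filter on dim probes (12 and 23) and without 24 h control 2 (25 and 57). The 3 probes carry no gene name and are A_05_P436812 at 1.39 (standard error 0.20, adjusted p = 0.00986), A_05_P426792 at 1.09 (standard error 0.14, adjusted p = 0.00491) and A_05_P430913 at -1.53 (standard error 0.23, adjusted p = 0.00986). All 68 tested probes of the authors' 24 h list had the direction that the authors give, and 51 passed, 42 higher and 9 lower. In the 24 h comparison 8.13% of all probes separated every handled fish from every control fish, where chance gives 2.86%. With slide or scan campaign as a fixed effect 0 probes passed at an adjusted p under 0.05 with the fold minimum. The median log2 change of the 189 probes, aligned to its direction, then went from 1.26 to 1.03 (slide) or 0.97 (campaign) and the median standard error from 0.27 to 0.31 or 0.29. Within slide 2 all 189 kept their direction, which is not independent evidence. The 3 handled fish and 1 control fish of that slide are among the fish on which the probes were chosen. The count at an adjusted p under 0.05 with the fold minimum was 7 without 24 h handled 6, 21 without handled 7, 51 without handled 8, 124 without handled 5, 58, 82 and 245 without control 1, 2 and 4, and 716 without control 3. Control 3 is the only 24 h control on slide 2, so that without it the handled and control fish share no slide. The count of 716 can therefore not be told apart from a difference between slides.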

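The genes of protein folding in the endoplasmic reticulum that could be measured moved together 24 h after handling. Of 31 genes of endoplasmic reticulum chaperones and the unfolded protein response, 8 have a name in the files. Of these 7 rose, 0 fell and 1 did not pass, with a median log2 fold change of 1.22, and 8 were higher when adjusted over the list alone. CNPY2 and CRELD2, both resident in the endoplasmic reticulum, rose by 1.19 (standard error 0.20, adjusted p = 0.0180) and 1.00 (standard error 0.21, adjusted p = 0.0308). SERP1, which stabilizes newly made membrane proteins, rose by 1.05 (standard error 0.24, adjusted p = 0.0478) on the probe used in the list, and LMAN1, a cargo receptor for export to the Golgi, rose by 1.51 (standard error 0.32, adjusted p = 0.0347). STT3A, a subunit of the enzyme that attaches sugars to new proteins, had a log2 fold change of 1.18 (adjusted p = 0.0587). The list test gave an adjusted p of 4.35e-15 (adjusted p = 0.0139 with an estimated correlation). All 8 members are on the list because the study named them among its DE genes of these fish, so that their direction is not independent evidence. The mean level of the 8 genes was 3.00 ± 0.39 (SD, n = 4) in handled fish and 1.61 ± 0.35 (SD, n = 4) in control fish at 24 h, against 1.95 ± 0.22 and 2.15 ± 0.67 at 3 h. The median was 0.97 with slide as a fixed effect and 0.87 within slide 2. In the 3 h arrays alone, these genes were higher on slide 2 than on slide 3 by a median of 0.60, and by 0.27 without 3 h control 3. Of the 58 measured genes that the study names at 24 h, 36 rose, 8 fell and 14 did not pass, and 46 were higher and 12 lower when adjusted over the list alone (list test, adjusted p = 1.30e-23, and adjusted p = 0.0139 with an estimated correlation). The study chose these 58 genes on the same fish, so that neither result is independent evidence. ASNS, asparagine synthetase, had a log2 fold change of 1.11 (standard error 0.29, adjusted p = 0.0651), and PFKFB3, the only named gene among 18 targets of hypoxia-inducible factor, one of 1.08 (standard error 0.27, adjusted p = 0.0589). PSMC4, a subunit of the proteasome, rose by 1.03 (adjusted p = 0.0250).

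**Figure D1:**
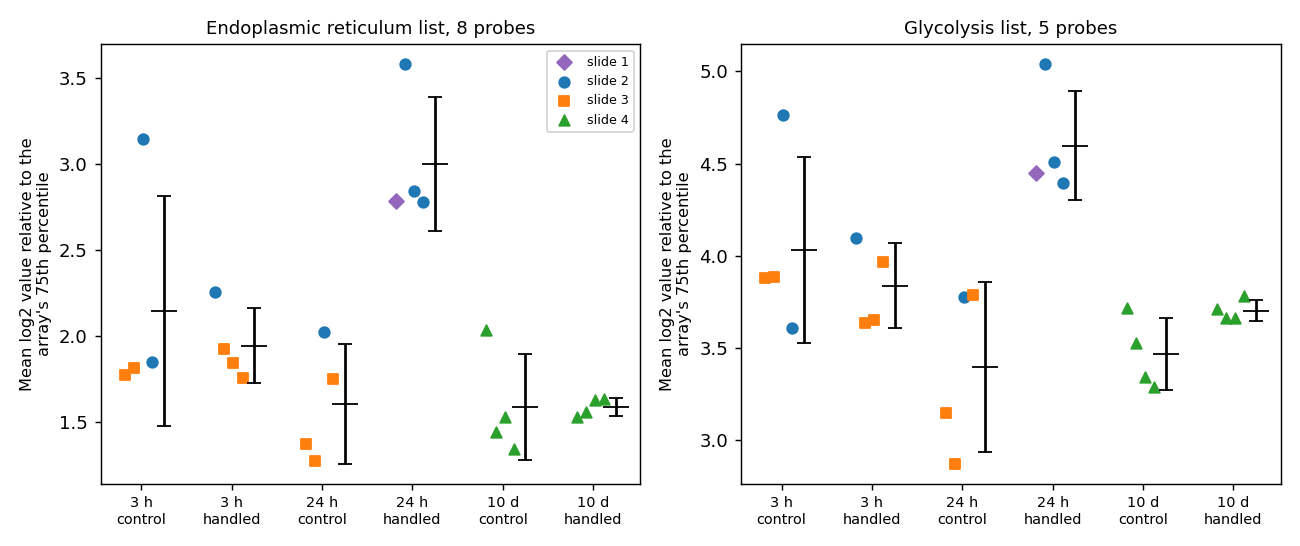
Mean level of the measured genes of each list per fish, as log2 signal relative to the 75th percentile of the array, for 8 endoplasmic reticulum genes and 5 glycolysis genes, by group. Points are single fish, marked by slide, and bars are group means with SD (n = 4); at 24 h the handled fish lie between 2.78 and 3.58 for the endoplasmic reticulum list and the control fish between 1.27 and 2.03.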

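Further genes that the study names at 24 h belong to none of the functional gene lists fixed here. TAGLN, an actin-binding protein of smooth muscle, rose by 1.62 (standard error 0.31, adjusted p = 0.0276 in limma). HSPA, an Hsp70 chaperone, rose by 1.33 (adjusted p = 0.0459). TXNL, a thioredoxin-like gene, rose by 1.44 (adjusted p = 0.0308) and NME1, a nucleoside diphosphate kinase, by 1.29 (adjusted p = 0.0396). BCL11A, a transcription factor of lymphoid cells, had a log2 fold change of -0.83 (standard error 0.25, adjusted p = 0.0908). CDC14A, a phosphatase gene, had one of 3.82 (adjusted p = 0.0597), with signal well above background on 1 of the 4 arrays of control fish. NME1 and GRPEL1, a mitochondrial co-chaperone gene, also differ between slides, since the shift between slides 2 and 3 in the 3 h arrays would account for 62.7% and 50.9% of their 24 h values. With slide as a fixed effect no gene named here passed the test, and the log2 fold changes were 1.29 (standard error 0.39) for HSPA, 1.12 (standard error 0.36) for TXNL, 1.04 (standard error 0.30) for TAGLN, 0.67 (standard error 0.28) for NME1 and 0.65 (standard error 0.21) for GRPEL1.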

The upstream analysis suggested six cytokines (Figure 4D) and 14 transcription factors that may be responsible for the induction of 21 DE genes (Figure 4E).

The repeated handling over 10 days modulated the transcript levels of only five (three upregulated and two downregulated) genes, including *CD46* in the head kidney of maraena whitefish. 

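After 10 days of daily handling 2 probes passed the DE threshold, both higher in handled fish. They are CD46, a gene of complement control, and A_05_P471652, which carries no gene name. A_05_P471652 was at -0.01 ± 0.25 (SD, n = 4) in handled fish and -2.02 ± 0.38 (SD, n = 4) in control fish, a log2 fold change of 2.01 (standard error 0.28, adjusted p = 0.00613) in limma. A_05_P279307 passed an adjusted p under 0.05, at 0.0326. Its signal was well above background on 0 of 4 control arrays, and it was at least 3.81-fold higher in handled fish in this fit. The log2 fold change ran from 0.06 to 2.06 over the other settings, with the call kept in 6 of 14 settings and in 3 of 8 fits that leave out 1 fish. No probe fell, and 1483 had an unadjusted p under 0.05, not far above the share of 0.05 of the 26180 probes that chance gives. MAK16, a gene of ribosome assembly, had a log2 fold change of 3.23 (standard error 0.64, adjusted p = 0.190). MAP7, which encodes a microtubule-binding protein, and CFDP1, which encodes a chromatin protein, had log2 fold changes of -1.49 (standard error 0.30, adjusted p = 0.190) and -3.32 (standard error 0.79, adjusted p = 0.400). All 5 probes that the authors list separated every handled fish from every control fish, as did 5.20% of all probes, where chance gives 2.86%. The DE count was 1 without 10 d control 6, 7 or 8 or without 10 d handled 4. The 10 d arrays fill a slide of their own, handled fish in its row 1 and control fish in its row 2, so that rows and groups cannot be told apart.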

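CD46, which encodes a membrane protein that restrains complement on the body's own cells, was the most changed named gene in the array data. Its level after 10 days of daily handling was 2.16 ± 0.36 (SD, n = 4) in handled fish and -2.31 ± 0.51 (SD, n = 4) in control fish. The log2 fold change was 4.47 (standard error 0.32, adjusted p = 1.23e-07) in limma, a fold of 22.1, and every handled fish was above every control fish. Leaving out any 1 fish gave between 4.26 and 4.63. The signal was well above background on all 8 arrays. In the other groups CD46 was at 3.43 ± 0.35 in 3 h controls, 3.33 ± 0.52 in fish 3 h after handling, 2.84 ± 0.66 in 24 h controls and 2.09 ± 0.30 in fish 24 h after handling (SD, n = 4 each). The 10 d handled fish differed from the 8 controls of the other time points by -0.98 on the log2 scale and the 10 d controls by -5.45. The 10 d arrays lie on a slide of their own, and 17.4% of all probes shift by at least as much as -0.98 between that slide and the others. With background corrected by normexp on the median signal, chosen after the values were seen, the fold was 5.90.

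**Figure D2:**
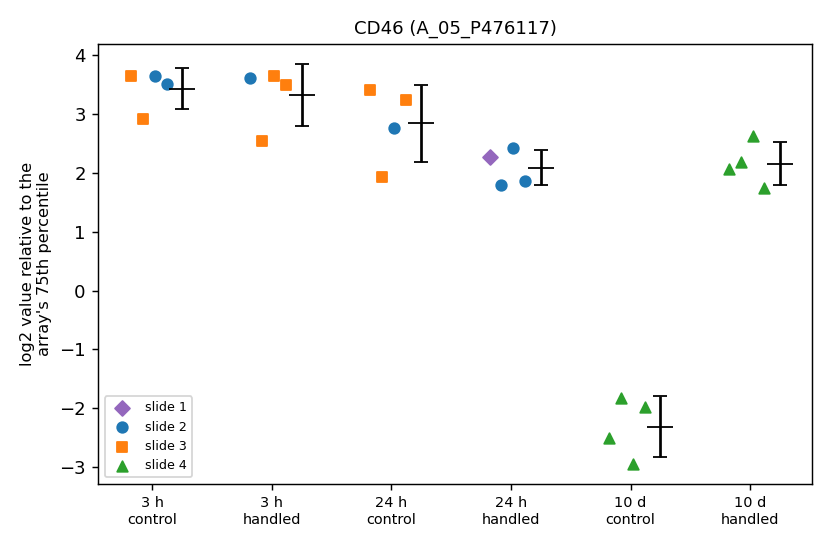
Level of CD46 per fish, as log2 signal relative to the 75th percentile of the array, for control and handled fish at each time point. Points are single fish, marked by slide, and bars are group means with SD (n = 4); the 10 d control fish lie apart from the 5 other groups.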

*CD46* was the most upregulated gene (6.5-fold) of the entire study across all time points (Figure 4A). 

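Of 25 genes of the complement system listed before the data were examined, CD46 is the only one with a name in the files, and it was higher in handled than in control fish after 10 days. No other complement gene, and neither IL2 nor SNAI1, could be measured by name. A test of complement genes as a group was therefore not made.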

A pathway analysis suggested the cytokine IL2 and the transcription factor SNAI1 as negative upstream regulators of *CD46* expression (Figure 4F), which is predicted to control the *complement system* (with *p* = 0.007) (Table 2).

### Phagocytic Activity of Myeloid Cells Is Reduced 3 h After Handling

At 3 h after handling, we incubated head-kidney cells from challenged and matching control fish with FITC-labeled *Aeromonas salmonicida* and determined the ratio of FITC-positive and FITC-negative cells (Figure 5A) in the cluster of presumably myeloid cells. Confocal microscopy was used to validate the phagocytosis of labeled bacteria by the myeloid cells (Figure 5B), as this microscopy mode allows the identification of aggregates of fluorescent bacteria that may otherwise distort the results. The phagocytic capacity of myeloid cells from maraena whitefish was significantly decreased by 37% (with *p* = 0.02) at 3 h after handling compared with the undisturbed control fish (Figure 5C).

**Figure 5:**
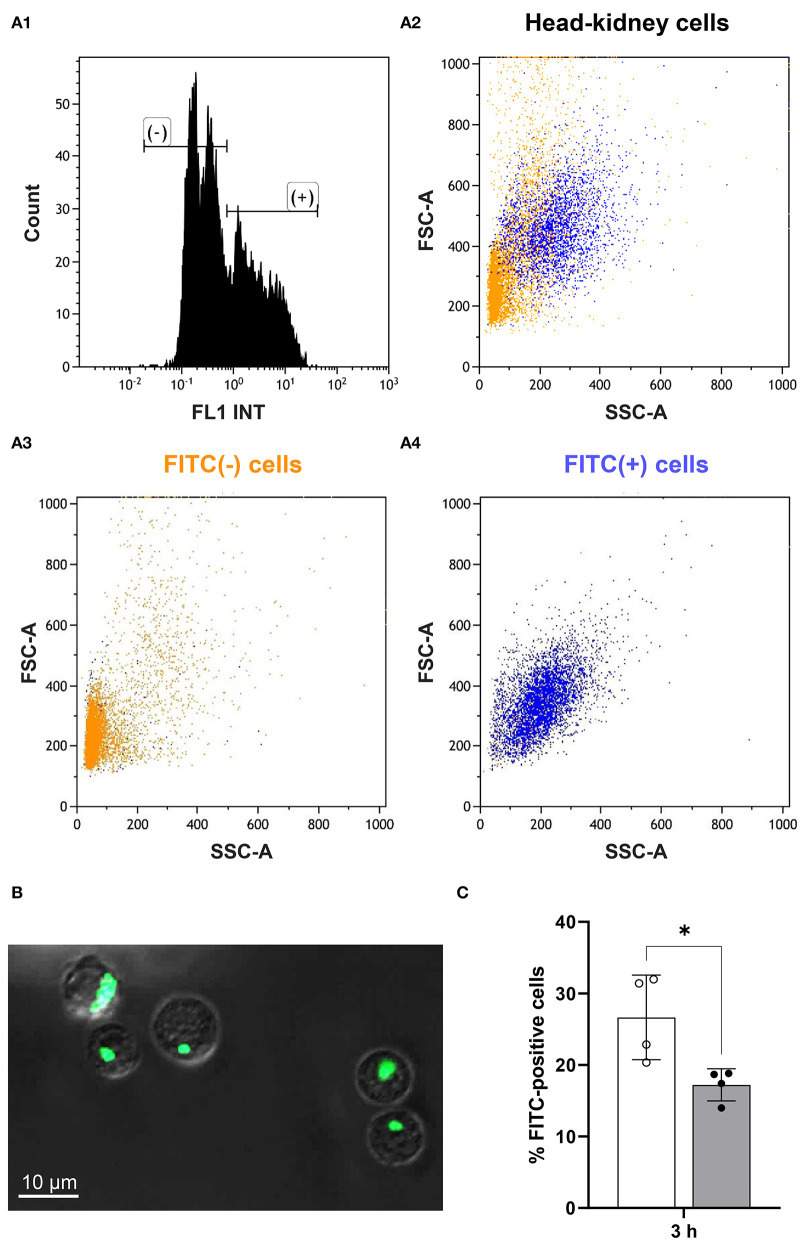
Phagocytic capacity of myeloid cells from treated and control maraena whitefish. Sorted myeloid cells were incubated with FITC-labeled *Aeromonas salmonicida*. A high-speed cell sorter separated and quantified the FITC-positive and FITC-negative cells. **(A1)** The histogram shows the quantitative distribution of FITC-positive (+) and FITC-negative (–) cells. **(A2–4)** The FSC-A/SSC dot plots illustrate the proportion of FITC (+) (blue cloud) and FITC (–) (orange cloud) cells. These cells were sorted according to the parameters of cell volume (abscissa) and granularity (ordinate); therefore, the orientation of the dot cloud in the diagram suggests that most of the phagocytosing cells are more granular and larger cells of myeloid origin [see (40) for further information]. **(B)** Confocal microscopy was used to validate the phagocytosis of labeled bacteria by myeloid cells. A representative picture shows FITC-labeled *A. salmonicida* (bright green) phagocytosed by myeloid cells (characterized by their high internal complexity). Scale bar represents 10 μm. **(C)** The percentages of FITC-positive cells from maraena whitefish 3 h after a handling challenge (gray bar, *n* = 4) and from control fish (white bar; *n* = 4) are represented by box and whisker plots; error bars indicate standard deviations. * indicates a significantly different cell number (with *p* = 0.02).

## Discussion

The stress-induced reprogramming of the immune system may be reflected by delayed wound healing, accelerated pathogenesis, decreased vaccine protection, and modulated autoimmune diseases (42, 43). In the teleostean head kidney, the neuroendocrine “stress” axis and the immune system are interlinked by several hormones, including adrenaline, noradrenaline, and the glucocorticoid cortisol, which are released by the chromaffin and interrenal cell populations of this organ. In the present study, we observed elevated cortisol levels in only a few maraena whitefish individuals at 3 h after the handling challenge, and we interpret this as possibly a subsiding cortisol response. Other researchers have made similar observations in salmonid fish after handling stress (21, 25, 33), giving us reason to assume that the cortisol levels in our fish had likely peaked earlier than 3 h post-challenge. Nevertheless, the pathway analysis of differentially regulated genes in maraena whitefish 3 h after the challenge suggests an activation of *glucocorticoid receptor signaling*, which is broadly considered as anti-inflammatory, antiproliferative, and proapoptotic (44).

The release of stress hormones initiates a cascade of secondary messengers, which alters the expression of a panel of genes (45, 46). These expression patterns also modulate the function of immune cells, including monocytes/macrophages, granulocytes, and lymphocytes, in the head kidney (47–49). For this reason, we investigated the impact of the experimental handling procedure on the transcriptome of the head kidney and the consequences of handling on innate immune functions in maraena whitefish. Our list of DE genes at 24 h after handling shares a remarkable degree of overlap with the previously published lists on handling-induced expression profiles (30–34), despite the previous use of tissues other than the head kidney from the related species rainbow trout. Microarray studies on the liver (32) or brain (30) of handling-stressed rainbow trout revealed increased transcript levels of genes coding for matrix metalloproteinases (MMP), arginase (ARG), SRY-box transcription factors (SOX), the heat-shock gene *DNAJC5*, and four genes associated with myosin (MYO), which we also found upregulated 24 h after handling in the head kidney of maraena whitefish. 

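Of the genes named here, MMP9 and MYO1G rose 24 h after handling, DNAJC5 fell, and ARG1 and SOX4 did not pass the test over all probes. MMP9, a gelatinase released by granulocytes, was at 1.79 ± 0.89 (SD, n = 4) in handled fish and -0.19 ± 0.21 (SD, n = 4) in control fish, a log2 fold change of 1.98 (standard error 0.47, adjusted p = 0.0491) in limma. MYO1G, a myosin of blood cells and the only myosin among the named probes, rose by 1.03 (standard error 0.21, adjusted p = 0.0308). DNAJC5 encodes a chaperone of secretory vesicles and fell by 1.58 (standard error 0.36, adjusted p = 0.0477), although the values of the groups overlapped. It is the only named gene on the list of 17 cytosolic heat shock proteins and partners. HSPA, an Hsp70 chaperone gene outside that list, rose by 1.33 (adjusted p = 0.0459). SOX4, a transcription factor of progenitor cells, was at 1.83 ± 0.15 in handled fish and 2.73 ± 0.34 in control fish (SD, n = 4 each), a log2 fold change of -0.89 (standard error 0.25, adjusted p = 0.0764). ARG1, arginase, had one of 2.54 (standard error 0.73, adjusted p = 0.0879), with signal well above background on 3 of 4 control arrays. The adjusted p of these genes lay above 0.05 with slide as a fixed effect. The log2 fold change of MMP9 was then 2.26 (standard error 0.61) and that of DNAJC5 was -1.49 (standard error 0.47).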

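TAPBP encodes tapasin, which loads peptides on MHC class I molecules. Its level was 3.97 ± 0.81 (SD, n = 4) in fish 24 h after handling and 0.84 ± 1.01 (SD, n = 4) in control fish. The log2 fold change was 3.13 (standard error 0.61, adjusted p = 0.0276) in limma, a fold of 8.75 and the largest rise of a named gene at 24 h that passed the test. With slide as a fixed effect it was 2.48 (standard error 0.75), with an adjusted p above 0.05. Of 15 genes of antigen presentation by MHC class I, TAPBP, CALR and PDIA3 have a name in the files, and all 3 rose. The MHC class I genes themselves have none.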

The upregulation of nine features associated with MHC-class I molecules in the liver of handling-stressed rainbow trout (31) agrees with the increased levels of *TAPBP* (encoding the MHC-class I antigen-processing molecule tapasin) in the present study. The increased hepatic expression of genes coding for a G-protein-coupled signaling factor in an RNA-seq analysis of handling-stressed rainbow trout (34) corresponds to the upregulation of *GRP4* in maraena whitefish. These DE genes could prove to be suitable biomarkers for evaluating inappropriate handling of salmonids and for monitoring the advances in domestication processes of salmonid species.

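GPR4 encodes a G-protein-coupled receptor that senses protons. Its probe A_05_P412152 rose by 1.37 (standard error 0.27, adjusted p = 0.0276 in limma), from 1.56 ± 0.56 (SD, n = 4) in control fish to 2.93 ± 0.36 (SD, n = 4) in fish 24 h after handling. A further probe, A_05_P485512, had a log2 fold change of 0.89 (standard error 0.24, adjusted p = 0.0697). OXGR1, another G-protein-coupled receptor gene, rose from -0.89 ± 0.81 to 1.02 ± 0.30 (SD, n = 4 each). In the 3 h arrays alone the level of GPR4 on slide 2 differed from that on slide 3 by -0.10. Neither gene passed the test with slide as a fixed effect, where the log2 fold changes were 1.36 (standard error 0.35) for GPR4 and 1.80 (standard error 0.43) for OXGR1.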

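The effect of handling differed between 24 h and 3 h in lists of genes that the study chose on these fish and in few single probes. The endoplasmic reticulum genes had a median log2 fold change larger by 1.43 at 24 h (adjusted p = 0.0135 with an estimated correlation), and the genes of glycolysis one larger by 1.37 (adjusted p = 0.0135 with an estimated correlation). The genes the study names at 24 h had one larger by 1.41 (adjusted p = 0.0135 with an estimated correlation). Those it names at 3 h differed by -1.12 (adjusted p = 0.000811 with an estimated correlation). All measured members of the 4 lists were chosen by the study on these fish, which favours such differences, so that they are not independent evidence. At 3 h, the endoplasmic reticulum genes had a median log2 fold change of -0.24 (adjusted p = 0.200) and those of glycolysis one of -0.24 (adjusted p = 0.250). Without 3 h control 3 these were 0.09 and 0.01, and the differences of 24 h against 3 h were 1.16 and 1.20. The probe A_05_P436812 had a 24 h effect that exceeded its 3 h effect by 2.18 (adjusted p = 0.00547 in limma) and is the only probe past the DE threshold for this difference. At an adjusted p under 0.05, 2 probes had the larger effect at 24 h and 3 the smaller. The list medians were smaller with scan campaign as a fixed effect (0.93 for the endoplasmic reticulum genes, 0.96 for glycolysis and 0.94 for the 24 h genes of the study) and on slide 2 alone (1.08, 0.65 and 0.77), which holds 1 control fish of 24 h and 1 handled fish of 3 h. The call on A_05_P436812 ended with slide or scan campaign as a fixed effect, and the count ran from 0 to 3 when single fish were left out.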

The transcriptional response to the handling procedure increased six-fold after 24 h (compared to the 3 h sampling made 21 h earlier) and included numerous genes that contribute to both stress and immune pathways. The pathway *steroid hormone signaling in epithelial cells* likely reflects the glucocorticoid-mediated physiological changes and is closely interrelated with the canonical “stress pathways” *HIF1A signaling, unfolded protein response, endoplasmic reticulum stress pathway*, and *protein ubiquitination pathway*. 

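Of 18 genes of glycolysis listed before the data were examined, 5 have a name in the files, and at 24 h 4 rose, 0 fell and 1 did not pass. PGAM1, ENO1 and PKM encode enzymes of the lower part of glycolysis. PGAM1 was at 7.99 ± 0.31 (SD, n = 4) in handled fish and 6.79 ± 0.36 (SD, n = 4) in control fish, a log2 fold change of 1.20 (standard error 0.24, adjusted p = 0.0308) in limma. ENO1 rose by 1.28 (standard error 0.26, adjusted p = 0.0308) and PKM by 1.14 (standard error 0.25, adjusted p = 0.0359). ADPGK, an ADP-dependent glucokinase, rose by 1.31 (standard error 0.29, adjusted p = 0.0427). All 5 were higher when adjusted over the list alone, and the median log2 fold change was 1.20 (list test, adjusted p = 1.53e-09, and adjusted p = 0.0139 with an estimated correlation). The 5 genes are named because the study listed them as DE in these fish, so that their direction is not independent evidence. With slide as a fixed effect the median was 1.03, where no single gene passed, and in the 3 h arrays these genes were higher on slide 2 than on slide 3 by a median of 0.40, which was -0.02 without 3 h control 3. The mean level of the 5 genes was 4.60 ± 0.30 (SD, n = 4) in handled fish at 24 h and 3.40 ± 0.46 (SD, n = 4) in control fish.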

The restructuring of metabolic processes is reflected by differentially regulated pathways, such as *glycolysis*, that mobilize energetic resources. 

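The markers of phagocytes that could be measured moved in different directions 24 h after handling. Of the markers of neutrophils, MMP9 rose. Of the 16 macrophage markers, MRC1 and ARG1 have a name. MRC1, the mannose receptor of macrophages, fell by 1.00 (standard error 0.23, adjusted p = 0.0496 in limma), and ARG1 did not pass. Of 26 genes of DNA replication and cell division, all 3 with a name rose. MCM4 and MCM7, subunits of the replicative helicase, rose by 1.30 (standard error 0.24, adjusted p = 0.0250) and 1.32 (standard error 0.29, adjusted p = 0.0393), and PCNA, the sliding clamp of DNA polymerase, by 1.11 (standard error 0.24, adjusted p = 0.0359). NECTIN4, a cell adhesion gene, fell by 1.12 (standard error 0.27, adjusted p = 0.0497). Of the markers of B cells, T cells, erythroid cells and thrombocytes, 0 carry a name in the files, so that a change in the mix of cells could not be measured. With slide as a fixed effect none of these genes passed the test, and the log2 fold changes were -1.02 (standard error 0.31) for MRC1, -1.21 (standard error 0.35) for NECTIN4, 0.83 (standard error 0.21) for MCM4, 1.03 (standard error 0.33) for MCM7 and 0.98 (standard error 0.28) for PCNA.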

The pathways *arginine degradation* and *signaling in epithelial cells and neutrophils* indicate the proliferation and/or differentiation of phagocytic immune cells, such as macrophages and neutrophilic granulocytes. In this context, the pathways *antigen presentation pathway, glutathione redox reactions*, and *phagosome maturation* suggest that handling affects key processes involved in the detection and destruction of potentially invading pathogens. 

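CALR and PDIA3 encode chaperones that assist the loading of MHC class I molecules and also fold other new proteins. CALR rose on 1 of its 3 probes 24 h after handling, with a log2 fold change of 1.34 (standard error 0.30, adjusted p = 0.0405) in limma. The others had log2 fold changes of 1.56 (standard error 0.38, adjusted p = 0.0520) and 1.06 (standard error 0.26, adjusted p = 0.0535). PDIA3 rose by 1.25 (standard error 0.26, adjusted p = 0.0325). Its log2 fold change was 0.65 (standard error 0.21) with slide as a fixed effect and that of CALR 1.13 (standard error 0.36), where neither passed the test. The shift between slides 2 and 3 in the 3 h arrays would account for 50.7% of the 24 h value of PDIA3. ARPC3, which encodes a subunit of the complex that branches actin filaments, rose by 1.22 (standard error 0.27, adjusted p = 0.0396).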

In line with this prediction, we observed a significant decrease in phagocytosis by the phagocytic cells from treated whitefish compared with the undisturbed controls. The finding of decreased phagocytosis capacity is worrisome because it may indicate an increased susceptibility to bacterial infection. The resistance to pathogens is apparently weakened in teleost fish following a disruptive stimulus, as has been concluded by other authors (50–52). Similar conclusions were drawn from studies that investigated the relationship between handling stress and parasite infestation (26).

The interconnection of stress and immune pathways early after the onset of a disturbing stimulus is also illustrated by the cytokines and transcription factors that were predicted to have caused the altered expression profiles in the treated maraena whitefish. At all the time points examined, members of the interleukin-2 family (IL2, IL4/13, IL15, and IL21) were presumably involved in the regulation of the handling-induced expression profiles. The respective interleukins are considered to share conserved pleiotropic functions with their mammalian orthologs (53); this would include the differentiation of T cells and B cells, which develop in the head kidney. Stress has been reported to influence the ratio of leukocyte populations in fish blood (7, 54, 55) and the results of our pathway analysis suggest that leukocyte proliferation was modulated in response to handling.

Notably, tumor necrosis factor alpha (TNF) presumably contributed to the expression profile at 24 h after the single handling. TNF is an early cytokine that emerges after a disruptive stimulus in various fish species (56). The list of transcription factors with predicted involvement in the expression profiles at 3 h and 24 h after handling included both typical stress-related factors (e.g., HSF1, CREB1, and ATF4) and classical immune-related factors (mainly STATs and Rel/NF-κB). FOXO1 is a transcription factor that regulates the availability of energy and the type of antibodies produced by B cells, so it may also have an ambivalent role in stress and immune pathways.

After 10 days of repeated daily handling, only a few genes were differentially regulated relative to undisturbed control fish. One of these was *CD46*, which encodes a transmembrane glycoprotein that protects cells from excessive complement activation in many vertebrates, including fish (57). 

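After 10 days of daily handling the endoplasmic reticulum genes had a median log2 fold change of -0.02 (adjusted p = 0.846), with mean levels of 1.59 ± 0.05 (SD, n = 4) in handled fish and 1.59 ± 0.31 (SD, n = 4) in control fish. The genes of glycolysis had a median of 0.18 (adjusted p = 0.145). Against the 24 h effect these medians differed by -1.16 and -0.97 (adjusted p = 0.0581 with an estimated correlation for each), which the choice of these genes on the 24 h groups favours. The genes that the study names at 3 h had a median of 0.30 at 10 d (adjusted p = 0.00473, and adjusted p = 0.338 with an estimated correlation) and those it names at 24 h had one of 0.12 (adjusted p = 0.0418, and adjusted p = 0.615 with an estimated correlation). CD46 was the only gene with an effect at 10 d that differed from its effects at 3 h and 24 h past the DE threshold in limma. Unadjusted p under 0.05 was reached by 1361 probes for the difference between 10 d and 3 h and by 2973 for that between 10 d and 24 h. The first of these counts is close to the share of 0.05 of the 26180 probes that chance gives. The paper states that the fish responded to repeated handling with few genes. It proposes habituation to the procedure, also because plasma cortisol and brain monoamine activity had not changed in its earlier study.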

The activity and expression levels of complement components in salmonid fish are induced by husbandry practices and environmental stress (58–60), and transcriptomic analyses on handling-stressed rainbow trout have also identified complement genes (complement factor H, C1q-like proteins, complement receptor) as regulated features (31, 33, 34).

The low number of differentially regulated genes after 10 days of repeated handling agrees with our previously reported results (38). The lack of changes in plasma cortisol concentrations and monoamine activities in the brain over a 10 day period of repeated handling suggested a habituation to handling procedures over time. The genes encoding dopamine receptors and monoamine synthesis enzymes could therefore be potential indicators of habituation in the brain. The present study extends the panel of indicators to additional genes in the head kidney and confirms that maraena whitefish might habituate to the daily handling conditions applied in this study.

## Conclusion

A comprehensive panel of biomarkers provides a reliable source of information for evaluation of the actual biological status of fish and the impact and severity of a particular environmental challenge. This information is especially important for species that have only recently been introduced into intensive aquaculture and have not yet undergone breeding programs. A technical approach based on global transcriptome analysis and complemented by the quantification of metabolite-based parameters has not yet been published for coregonid species. The handling challenge tested in this study had already reduced the phagocytic activity of myeloid cells from maraena whitefish at only 3 h after the treatment, and this could increase disease susceptibility. The level of various genes involved in stress and immune pathways deviated from the norm 24 h after the challenging event. However, 10 days of repeated handling resulted in modulation of the concentrations of significantly fewer parameters. Taken together, the data indicate that relatively short handling procedures have a measurable impact on the physiology of maraena whitefish and should be minimized as much as possible to prevent increased disease susceptibility. Our data also show that habituation may decrease the activation of the stress axis and subsequent immune suppression. Therefore, close monitoring of the wellbeing of fish in aquaculture is essential to establish a balance between challenges that cause distress and subtler challenges that can lead to habituation.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE183125.

## Ethics Statement

The animal study was reviewed and approved by Landesamt für Landwirtschaft, Lebensmittelsicherheit und Fischerei, Mecklenburg-Vorpommern, Germany. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author Contributions

AR, UG, JM-R, and TG designed research. JM-R, RB, and MT performed stress experiments and sampled fish. JM-R, TV, and UG performed phagocytosis assays and flow cytometry analyses. DK, AR, and JM-R conducted microarray analyses. JM-R and AR performed statistical analyses and wrote the paper. UG reviewed and edited the manuscript. All authors have read and agreed to the final version of the manuscript.

## Funding

JM-R has been funded by an inter-institutional PhD project of the FBN. The publication of this article was funded by the Open-Access Fund of the FBN.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

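Head-kidney RNA of 24 maraena whitefish, 4 in each of 6 groups, had been labeled with Cy3 and hybridized to Agilent salmon oligonucleotide arrays. The groups are fish taken 3 h and 24 h after a single handling, fish handled daily for 10 days, and the controls of each time point. The deposited sample records assign every array to a group and to a fish number, and all 24 arrays were used.

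The deposited array files hold, for each spot, the intensity after background subtraction and spatial detrending by the authors with Agilent Feature Extraction, with surrogate values for dim spots, and the raw median intensity of the spot and of its local background. The column of the raw mean signal is absent. The intensities are not scaled between arrays. The authors also deposited a table of their DE features, with the log2 fold change, the ratio of handled over control fish, the mean signal on the log2 scale, a limma moderated t and a log-odds score, an unadjusted p-value and a p-value adjusted by Benjamini and Hochberg. Of that table 12, 69 and 5 features were available for 3 h, 24 h and 10 d, and some results are not reported here. The table names genes for these features only, and no annotation of the other probes was used here.

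The processed intensity of each of 61657 non-control spots was put on the log2 scale. Spots marked as non-uniform or as population outliers (30 to 91 per array) were set to missing, and no spot was saturated. The spots of a probe were averaged, which gave 49255 probes, and the 75th percentile of these values was then subtracted on each array. The 26180 probes with signal well above background on all 4 arrays of at least 1 group were tested. Well above background were 51.2% to 54.4% of the spots (median 52.5%) in 3 h controls, 49.5% to 50.1% (49.8%) in fish 3 h after handling, 47.9% to 67.2% (51.2%) in 24 h controls, 49.2% to 54.7% (52.6%) in fish 24 h after handling, 49.2% to 53.3% (50.3%) in 10 d controls and 52.5% to 56.5% (53.3%) in fish handled for 10 d. A fold against a group with no array above background is given as a lower bound. The number of fish limits the precision.

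A linear model with the 6 group means was fitted to all 24 arrays with limma 3.58.1 in R 4.3.3, with moderated standard errors (prior degrees of freedom 2.82) and adjustment by Benjamini and Hochberg over the probes tested. DE probes were counted at an adjusted p under 0.01 and a fold change of at least 1.75, the thresholds of the methods, and single genes and lists were called at an adjusted p under 0.05. The difference between the effects of handling at 2 time points, and between the controls of 24 h and 3 h, were contrasts of the same model. No paired analysis was made, because the sample records do not say which fish shared a tank. Adjusted p-values at each claim come from this model. Separation of every handled from every control fish happens by chance in 2.86% of probes. An unadjusted p under 0.05 is reached by chance in a share of 0.05 of the 26180 probes. Tables were read with data.table 1.17.8 and plots drawn with matplotlib 3.10.9.

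Genes were named by a rule set before the data were examined. It takes every gene the paper names for a time point, the 10 largest rises and 10 largest falls among probes with an adjusted p under 0.05 and separated groups (where fewer pass, the 10 smallest p-values), and 2 to 4 members of each list that passed. The genes of the authors' table had been seen in the paper. Probes without a name are given by Agilent ID.

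Gene lists were fixed at the same time. Lists of at least 5 measured genes, each gene by its probe with the highest mean signal, were compared with all other probes by limma's camera with a preset correlation of 0.01, and again with an estimated correlation and with fry. Tested were endoplasmic reticulum chaperones and the unfolded protein response (8 of 31 genes measured), glycolysis (5 of 18) and the genes named by the study at 3 h (10 of 10) and 24 h (58 of 59). The list of the study at 10 d (4 genes) was too short to test. Too few members carry a name for a test of glucocorticoid-responsive genes (1 of 21), circadian clock genes (1 of 17), amino acid response genes (1 of 17), cytosolic heat shock proteins (1 of 17), targets of hypoxia-inducible factor (1 of 18), antigen presentation by MHC class I (3 of 15), neutrophil markers (2 of 16), macrophage markers (2 of 16), DNA replication and cell division (3 of 26) and the complement system (1 of 25). No member has a name in the lists of immediate early genes (0 of 18), steroidogenesis (0 of 14), catecholamine synthesis (0 of 12), B cells (0 of 14), T cells (0 of 15), erythroid cells (0 of 17), thrombocytes (0 of 11), kidney tubule (0 of 15), skeletal muscle (0 of 15), inflammatory cytokines and mediators (0 of 20) and interferon-induced genes (0 of 16).

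The test was tried on values simulated for all 24 arrays, drawn for each probe from its mean and residual spread with independent noise. In fish 24 h after handling 50 probes were changed by each of 1.75-, 2-, 4- and 8-fold, and 200 others were shifted on slide 3. At the DE threshold 10, 18, 36 and 46 of the changed probes were called and 0 unchanged probes. At an adjusted p under 0.05 with the fold minimum 15, 23, 37 and 48 were called and 7 unchanged probes. The probes shifted on slide 3 are left out of these counts, so that false calls from slides were not measured. With slide as a fixed effect the DE threshold called 3, 3, 27 and 42. For the difference between 24 h and 3 h it called 1, 4, 24 and 38. A list of changed genes was called and a list of unchanged genes was not, with no correlation between genes simulated.

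Alternatives set before the data were examined were quantile normalization, a percentile over probes detected on all arrays, no filter on dim probes and 2 other filters, flagged spots kept, the compared arrays alone, slide as a fixed or random effect, slide 2 or 3 alone, the model without the single array of slide 1, array weights, a trended and robust prior, other thresholds, the other list tests, all probes of a gene averaged, and each fish left out. Added after the values were seen were background correction by normexp with an offset of 50 on the median intensity, alone and with quantile normalization without filter, scan campaign as a fixed effect, and combinations of these and of slide with an adjusted p under 0.05. The groups of each comparison were also split in all 35 ways, and 100 regroupings were drawn for the differences between time points and between slides. Cortisol, glucose, lactate and phagocytosis have no files and were left out.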

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

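The tests of slides as the whole or a part of the 24 h differences, of array scaling on CD46 and of CD46 against the other controls were chosen after the results were seen, and the other tests of this part before.

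The genes higher or lower 24 h after handling are the pattern to follow up first, since 189 probes passed at an adjusted p under 0.05 with a 1.75-fold change and 138 of them are outside the authors' table, among data that the paper does not discuss. Slides as the whole cause would need a slide shift of about 1.68 on these probes. In the 3 h arrays the shift in the 24 h direction had a median of 0.261 with an upper quartile of 0.505 (at most 0.701 when single fish were left out). The shift seen was smaller than the one needed. The probes were chosen for a large 24 h difference, which raises the shift needed, so that this comparison cannot decide on slides as the whole cause. A part may come from the slides, since 77.2% of the 189 probes shifted in the 24 h direction between slides 2 and 3 in the 3 h arrays, against 61.1% of all probes (64.0% against 56.2% without 3 h control 3). Without 24 h control 3, the only 24 h control on slide 2, handled and control fish share no slide, and 716 probes passed instead of 189. The cause of this larger count was not tested. Low levels in the 24 h controls also stay open, because on slide 3 the study's 24 h genes, aligned, differed by -0.69 between 24 h and 3 h controls, a sign that choosing them on these controls favours, between the bounds of 0.31 and 0.77 that would have decided it against a 24 h difference of 1.54. Handling stays open as the cause of the rest, with a difference of 1.34 between handled and control fish within slide 2. There 1 control fish is left, and the genes were chosen on these fish.

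CD46 after 10 days of handling is the largest change of a named gene. Damaged spots are argued against by 4 of 4 control arrays with an unmarked spot well above background, although the array holds 1 spot of this probe. Under another scaling the log2 fold change was 4.56, close to 4.47. Scaling shifts many probes of an array together, so that this test could hardly have come out otherwise. Background correction does change the size, with a fold of 5.90 under normexp on the median signal, chosen after the values were seen. The 10 d controls lay -5.45 from the 8 controls of 3 h and 24 h, a shift that 0.168% of all probes reached, and the handled fish lay -0.98 from these controls. This would speak against a rise in the handled fish as the whole change only if CD46 shifted between slides or stocks like most probes. That cannot be checked, because slide 4 holds the 10 d arrays alone and CD46 was singled out for its 10 d difference. A rise as the whole or a part of the change stays open. A difference in stock or family between tanks may also part these groups, since 8 probes with a gap of 1 log2 unit between the groups were counted against 6 in the highest other split, but the counts at 3 h (14 against 9) and 24 h (27 against 16) were the highest as well. Handling and the 2 rows of slide 4 coincide, while the paper states that tanks were rotated between repeats of the experiment, and the files do not name the tank of a fish.

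Array 24 h control 2 lies apart from the others on the third principal component. A raised signal of dim probes may account for this, since the third of probes with the lowest signal differed from the other fish of its group by 0.38 and the brightest by -0.46, with 0.843 between them. No biological explanation was tested, as the design gives none for a control fish. Without this fish the 24 h count was 0 at the DE threshold and 82 at an adjusted p under 0.05 with the fold minimum, 51 of them among the 189.

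A fish far from the other 3 of its group was seen in 3 of 24 groups of list means and in 5 of 194 groups of named probes, where chance marks about 1 in 20 groups, and in 0 of 24 groups of array measures. The mean of the endoplasmic reticulum genes was 3.14 in 3 h control 3 and 3.58 in 24 h handled 6. The mean of the genes that the study names at 24 h was 2.71 in 24 h handled 6. Among named probes, A_05_P248439 was at 1.36 in 3 h control 2, A_05_P435112 at 2.77 and A_05_P372312 at 0.18 in 24 h handled 6, RASD1 at -2.50 in 24 h control 1, and A_05_P281862 at 1.70 in 10 d control 7.

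Effects of handling that differed between time points were found in the following tests, where the choice of the list members by the study on the 3 h or 24 h groups favours the differences of the lists. Between 24 h and 3 h the median difference was 1.43 for the endoplasmic reticulum genes, 1.37 for glycolysis, -1.12 for the genes named by the study at 3 h and 1.41 for those named at 24 h, and 1 probe differed at the DE threshold. Between 10 d and 3 h it was -0.96 for the 3 h genes and 0.38 for the 24 h genes of the study (the latter with adjusted p = 0.395 with an estimated correlation), and 1 probe, CD46, differed. Between 10 d and 24 h it was -1.16 for the endoplasmic reticulum genes, -0.97 for glycolysis and -1.08 for the 24 h genes of the study (adjusted p = 0.0581 with an estimated correlation for each), and 1 probe, again CD46, differed.

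Slides 3 and 2 differed in 631 probes at the DE threshold, 49 higher and 582 lower on slide 3, a comparison that the paper does not make. Chance can be excluded for it, as the highest of the other 99 regroupings gave 62 and 1 of 100 reached it.

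For the handling effects, chance can be excluded at 24 h, where the real count was 3 against 1 in the highest other split (1 of 35 as large) and 189 against 6 at an adjusted p under 0.05 with the fold minimum (1 of 35). It cannot be excluded at 3 h (0 against 1, with 35 of 35 as large, and 4 against 5 at the looser threshold, with 2 of 35) or at 10 d (2 against 3, with 5 of 35, and 3 against 4, with 4 of 35). Nor can it for the controls of 24 h against 3 h (0 against 3, 35 of 35), where a split nearly along slides 2 and 3 gave the 3. For the differences between time points it cannot be excluded for 24 h against 3 h (1 against 163, with 8 of 100), 10 d against 3 h (1 against 2, with 15 of 100) and 10 d against 24 h (1 against 3, with 15 of 100). The regrouping with 163 probes parts the fish nearly along slides 2 and 3 and points to this structure of the samples. With slide as a fixed effect the 24 h counts were 0 at both thresholds.

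For the list tests with a preset correlation chance cannot be excluded at any time point. The lists called were 2 against 4 in the highest other split at 3 h (26 of 35 as large), 3 against 3 at 24 h (18 of 35), 2 against 4 at 10 d (5 of 35) and 3 against 4 between the controls (11 of 35). With an estimated correlation the 3 lists at 24 h against 0 in the highest other split (1 of 35) decide nothing, because the study chose their measured members on these 2 groups. Chance cannot be excluded at 3 h, with 1 against 1 (6 of 35), at 10 d, with 0 against 0 (35 of 35), or between the controls, with 0 against 0 (35 of 35).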

How the results depend on the processing

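The alternatives with normexp, with scan campaign, with single 3 h fish left out of the shift between slides, with slide and an adjusted p under 0.05, and with an adjusted p under 0.05 and the fold minimum were chosen after the values were seen, and the others before. The balance of rises and falls at an adjusted p under 0.05 with the fold minimum turned in some settings. At 24 h it was 122 and 67, and it was 72 and 75 with the percentile over detected probes, 12 and 23 without a filter on dim probes, 11 and 13 with slide as a random effect, 25 and 57 without 24 h control 2, 2 and 5 without handled 6 and 9 and 12 without handled 7. At 3 h it was 4 and 0, and 0 and 1 with only the arrays compared. All 58 named probes called at 24 h, all 4 at 3 h and all 3 at 10 d kept their direction in every setting that gave a value. CD46 was called in each of them, and 0 of the named probes at 24 h and 3 h were. The overlap between time points was 0 throughout. The 3 h count of 0 DE probes stands beside 1483 probes at an unadjusted p under 0.05 in limma, not far above the share of 0.05 of the 26180 probes that chance gives.

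The 3 h count was 1 with only the arrays compared, 2 with slide as a fixed effect, 1 on slide 2 alone (with 1 handled fish, assumed to vary like the other groups), 5 with normexp on the median signal, 4 with scan campaign as a fixed effect, 4 at an adjusted p under 0.05 without or with the fold minimum, 7 and 6 with scan campaign or slide at that threshold, and 12 with normexp, quantile normalization, no filter and marked spots kept at that threshold. Leaving out single fish gave 0 to 4, 4 without 3 h control 3 and 2 without 3 h handled 6.

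The 24 h count of 3 was 0 with quantile normalization, the percentile over probes detected on all arrays, only the arrays compared, slide as a fixed or random effect, without the single array of slide 1, with a trended and robust prior, normexp, normexp with quantile normalization, and scan campaign. It was 1 without a filter on dim probes, which tests more probes and moves the median of all probes by -0.21, and 1 with array weights. At an adjusted p under 0.05 it was 223 without and 189 with the fold minimum, 65 with normexp and quantile normalization, and 0 with slide or scan campaign. Leaving out single fish gave 0 (24 h control 2, handled 5, 6 or 7) to 9 (24 h control 3), and 1 without handled 8. Without 24 h control 3 the handled and control fish share no slide. Of the 189 probes 102 were called again with quantile normalization, 24 with slide as a random effect, 14 with array weights and 7 without 24 h handled 6.

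The 10 d count of 2 was 1 with the percentile over detected probes, without filter, with the filter on positive and significant signal and without the array of slide 1. At an adjusted p under 0.05 with the fold minimum it was 4 with slide or scan campaign and 5 with normexp and quantile normalization. Leaving out single fish gave 1 (10 d control 6, 7 or 8, handled 4) to 3.

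The controls of 24 h and 3 h differed in 0 probes and in 3 on slide 2 alone (1 fish of 24 h against 2 of 3 h, the lone fish assumed to vary like the other groups), beside 2046 at an unadjusted p under 0.05. The 1 probe of the difference between 24 h and 3 h was 0 under quantile normalization, the percentile over detected probes, no filter, the filter on positive and significant signal, only the arrays compared, slide as a fixed or random effect, without the array of slide 1, with array weights, with a trended and robust prior, normexp with quantile normalization, and scan campaign, and 0 with slide or scan campaign at an adjusted p under 0.05. It was 2 with signal above background on all 24 arrays and with normexp, and 5 at an adjusted p under 0.05 without or with the fold minimum. Leaving out single fish gave 0 (3 h control 1, 3 or 4, 3 h handled 7 or 8, 24 h control 3 or 4, 24 h handled 5, 6 or 8) to 3 (24 h control 2), and 2 without 3 h handled 5 or 24 h control 1. The 1 probe of 10 d against 3 h was 2 with normexp, quantile normalization and an adjusted p under 0.05, and 1 to 2 when single fish were left out (2 without 10 d handled 1). That of 10 d against 24 h was 3 with the same setting, and 1 to 3 when single fish were left out (3 without 10 d control 8, 2 without 10 d handled 1). The 631 probes of slide 3 against slide 2 were 340 with quantile normalization and 235 (without 3 h handled 5) to 821 when single fish were left out, and 307 without 24 h control 3. The 7 list calls over the 3 time points were 4 with an estimated correlation and 4 with fry.

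Where fewer arrays or fish, or more probes, enter, the setting itself lowers what can be called, and for the other changes the cause was not tested. No paired analysis was possible because the sample records give no pairs within a comparison. Slide 3 alone gives no 24 h values and slides 2 and 3 no 10 d values, the thresholds do not apply to list tests, and normexp on the mean signal was not run because that column is absent. About 50% of spots were well above background, so that weakly expressed genes could not be tested.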

Differences from the paper's values

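The settings with normexp, with scan campaign, and those combining slide, scan campaign or normexp with an adjusted p under 0.05 were chosen after the values were seen.

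The paper's count of DE genes at 3 h is 12, and the count here is 0. At 24 h the paper's count is 70, with 56 higher and 14 lower, and the count here is 3, with 2 higher and 1 lower. At 10 d the paper's count is 5 and the count here is 2. These counts use the thresholds that the methods state. None of the alternatives set before the data were examined gives a count within 1.5 times the paper's at any of the time points. With normexp, quantile normalization, no filter and marked spots kept, at an adjusted p under 0.05 with the same fold minimum, a setting chosen after seeing the values, the counts are 12 at 3 h, 65 at 24 h (52 higher and 13 lower) and 5 at 10 d. It calls all 12 of the features the authors deposited at 3 h, 65 of 69 at 24 h and all 5 at 10 d, and so drops 4. At 10 d a count of 4, within 1.5 times the paper's, is also given with slide or with scan campaign as a fixed effect at an adjusted p under 0.05, settings chosen after seeing the values.

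The adjusted p in the table that the authors deposited runs from 0.0208 to 0.0430 at 3 h, from 0.0105 to 0.0500 at 24 h and from 5.42e-06 to 0.0165 at 10 d, where 2 features lie under 0.01. The log2 fold changes of that table differ by at most 0.0323 from those with normexp and quantile normalization.

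For CD46 at 10 d the paper's fold change is 6.5 and the one here is 22.1. None of the alternatives set before the data were examined gives a value within 1.5 times the paper's. With normexp on the median signal the fold is 5.90, and with quantile normalization in addition it is 6.46, both chosen after seeing the values and neither dropping CD46.

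The paper lists transcripts of a SOX factor and of DNAJC5 among those higher at 24 h, along with MMP, ARG and myosin genes. Here SOX4 has a log2 fold change of -0.89 and DNAJC5 one of -1.58, and both are below 1 in the fold changes of the authors' table as well, while MMP9 (1.98), ARG1 (2.54) and MYO1G (1.03) are higher. The paper speaks of several genes of myosin, and MYO1G is the only one with a myosin name in the table. Figure 4B gives MRC1, NECTIN4 and YWHAG as the most downregulated at 24 h. Here both MRC1 and NECTIN4 (-1.12) fell, larger falls are those of RASD1 (-2.84) and DYNC1I1 (-2.21), and YWHAG was not tested because its signal was too dim. The signal of RASD1 was not well above background on most arrays of handled fish, so that the size of its fall is uncertain. With normexp and quantile normalization, chosen after seeing the values and dropping 4 of the features the authors deposited, MRC1 (-1.17) and NECTIN4 (-1.16) fell further than RASD1 (-1.08) and DYNC1I1 (-0.90). The paper writes GRP4 for a gene that the deposited table gives as GPR4.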

Other observations

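In lists of genes that the study chose at 24 h, the controls of the 24 h comparison lay below those of the 3 h comparison, which the choice itself favours because it was made against these 24 h controls. The endoplasmic reticulum genes differed by a median of -0.49 on the log2 scale (adjusted p = 0.000221, and adjusted p = 0.181 with an estimated correlation), with 8 of 8 lower in the 24 h controls. Without 3 h control 3, whose mean of these genes was 3.14, the difference was -0.20 (adjusted p = 0.155). The genes of glycolysis differed by -0.61 (adjusted p = 9.03e-05, and adjusted p = 0.163 with an estimated correlation), with 5 of 5 lower. The genes that the study names at 24 h differed by -0.54 (adjusted p = 5.09e-08, and adjusted p = 0.163 with an estimated correlation), and those it names at 3 h by -0.01 (adjusted p = 0.461). No single probe passed in limma, the smallest adjusted p being 0.449, beside 2046 at an unadjusted p under 0.05. The mean level of the study's 24 h genes, aligned, was 0.80 higher in fish 24 h after handling than in 3 h controls, against 1.54 over their own controls.

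The genes named by the study at 24 h had a median log2 fold change of -0.19 at 3 h (adjusted p = 0.0160, and adjusted p = 0.542 with an estimated correlation), and those named at 3 h had one of 0.04 at 24 h (adjusted p = 0.858). Among circadian clock genes only NOCT has a name in the files. The sample records and the methods differ on the hour at which its controls were taken (0 h or 3 h).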
